# A Pvr–AP-1–Mmp1 signaling pathway is activated in astrocytes upon traumatic brain injury

**DOI:** 10.7554/eLife.87258

**Published:** 2024-10-31

**Authors:** Tingting Li, Wenwen Shi, Margaret S Ho, Yong Q Zhang

**Keywords:** traumatic brain injury, *Drosophila*, astrocytes, matrix metalloproteinase, Pvr, RNA-seq, *D. melanogaster*

## Abstract

Traumatic brain injury (TBI) caused by external mechanical forces is a major health burden worldwide, but the underlying mechanism in glia remains largely unclear. We report herein that *Drosophila* adults exhibit a defective blood–brain barrier, elevated innate immune responses, and astrocyte swelling upon consecutive strikes with a high-impact trauma device. RNA sequencing (RNA-seq) analysis of these astrocytes revealed upregulated expression of genes encoding PDGF and VEGF receptor-related (Pvr, a receptor tyrosine kinase), adaptor protein complex 1 (AP-1*,* a transcription factor complex of the c-Jun N-terminal kinase pathway) composed of Jun-related antigen (Jra) and kayak (kay), and matrix metalloproteinase 1 (Mmp1) following TBI. Interestingly, Pvr is both required and sufficient for AP-1 and Mmp1 upregulation, while knockdown of AP-1 expression in the background of Pvr overexpression in astrocytes rescued Mmp1 upregulation upon TBI, indicating that Pvr acts as the upstream receptor for the downstream AP-1–Mmp1 transduction. Moreover, dynamin-associated endocytosis was found to be an important regulatory step in downregulating Pvr signaling. Our results identify a new Pvr–AP-1–Mmp1 signaling pathway in astrocytes in response to TBI, providing potential targets for developing new therapeutic strategies for TBI.

## Introduction

Traumatic brain injury (TBI) is one of the leading causes of adult disability due to limited neurological recovery (Joy et al., 2019). About 43% of people discharged after hospitalization for acute TBI develop long-term locomotor disability (Ma et al., 2014). TBI triggers primary neural injuries via rapid physical forces that damage axons, glia, and blood vessels (Chodobski et al., 2011; Daneshvar et al., 2015), followed by diverse secondary damage such as Wallerian axon degeneration (Büki and Povlishock, 2006) and blood–brain barrier (BBB) dysfunction (Chodobski et al., 2011) in the central nervous system (CNS). The outcome of TBI is affected by various factors, including age and diet (Byrns et al., 2021; Katzenberger et al., 2016). In addition, glial cells are critical mediators in response to TBI in the mammalian brain (Mira et al., 2021). During TBI, astrocytes become active, a process characterized by swelling, scar tissue formation, and engulfment of neuronal debris (Liddelow et al., 2017; Sofroniew and Vinters, 2010), while microglia rapidly transform from their active state to phagocytose cell debris (Davalos et al., 2005).

*Drosophila melanogaster* is an ideal model organism for discovering new gene networks and investigating the molecular and cellular responses to CNS injury (Ayaz et al., 2008; Bier, 2005; Hoopfer et al., 2006; MacDonald et al., 2006). *Drosophila* astrocyte-like glia (henceforth astrocytes), the conserved counterparts for mammalian astrocytes, and ensheathing glia (ENG) constitute the major glial subclasses in the CNS (Doherty et al., 2009; Stork et al., 2014). A previous study revealed that *Drosophila* ENG perform the phagocytic function by the engulfment receptor Draper, which interacts with downstream signaling components, including ced-6, Shark, Src42a, c-Jun N-terminal kinase (JNK), and matrix metalloproteinase 1 (Mmp1), in the glial engulfment process in response to axotomy (Awasaki et al., 2006; Doherty et al., 2014; Lu et al., 2014; Lu et al., 2017; Purice et al., 2017). Although ENG function upon axotomy has been well characterized, the response of other types of glia such as astrocytes to neural injury remains unclear.

In mammals, signaling by platelet-derived growth factor (PDGF) directs cell migration, alters cell shape, and plays a role in wound healing (Hoch and Soriano, 2003; Sil et al., 2018). Meanwhile, vascular endothelial growth factor (VEGF) signaling is critical for cell proliferation and survival, and vascular endothelial cell mitogenesis and permeability (Apte et al., 2019; Sakurai et al., 2005). Pvr, short for PDGF- and VEGF receptor-related, is the sole *Drosophila* ortholog of the PDGF and VEGF receptor families (Cho et al., 2002). Pvr interacts with different signaling molecules in a context-dependent manner. For example, Pvr regulates thorax closure during metamorphosis via the JNK signaling pathway (Ishimaru et al., 2004), but the Pvr-mediated wound-induced epidermal cell migration does not depend on JNK (Wu et al., 2009). The JNK/activator protein-1 (AP-1) signaling pathway is involved in different cellular processes, including cell migration (Pastor-Pareja et al., 2004), organ size control (Willsey et al., 2016), and cell death (Moreno et al., 2002). The JNK effector AP-1 complex, composed of heterodimeric Jun/Jun-related antigen (Jra) and Fos/kayak (kay), promotes transcription of genes including Mmp1 that functions in tissue remodeling, regulation of inflammatory processes, and metastasis of cancer cells (Egeblad and Werb, 2002; Page-McCaw et al., 2007; Parks et al., 2004).

Previous studies have implicated a role for ENG, Draper pathway, and the innate immune pathway in response to TBI (Doherty et al., 2009; Lu et al., 2017; Purice et al., 2017; Anonymous, 2013). However, whether astrocytes also play a role in TBI response remains elusive. Herein, using a *Drosophila* TBI model induced with a high-impact trauma (HIT) device (Anonymous, 2013), we found that TBI caused multiple defects including upregulated expression of innate immune genes and astrocyte swelling. To uncover the molecular pathways activated by TBI, we performed RNA sequencing (RNA-seq) analysis of astrocytes sorted by fluorescence-activated cell sorting (FACS) to profile TBI-induced genes. Interestingly, we showed that the expression of Pvr, AP-1, and Mmp1 was upregulated following TBI. Knockdown of Pvr or AP-1 expression in astrocytes rescued TBI-induced Mmp1 upregulation, while Pvr overexpression promoted Mmp1 expression via AP-1 upon TBI. Our findings identify a new Pvr–AP-1–Mmp1 signaling pathway that acts predominantly in astrocytes in response to TBI, and shed light on the mechanisms of astrocyte responses following TBI.

## Results

### TBI is induced in *Drosophila* adults by a HIT device

To analyze how brains respond to TBI, we applied consecutive strikes to adult flies using a HIT device to induce brain injury as described previously (Katzenberger et al., 2015). To quantify the degree of injury, we analyzed the mortality index at 24 hr after TBI (MI_24_), defined as the percentage of dead over the total flies tested. Consistent with a previous report (Anonymous, 2013), MI_24_ of 3-day-old adult flies was 20 ± 3.18% after four HIT strikes (Figure 1A). MI_24_ after six strikes was 71.88 ± 7.44%, suggesting that increasing the number of strikes results in a higher MI_24_ rate (Figure 1A). Given that TBI has been shown to disrupt the formation of the BBB in mammals and flies and blood–eye barrier (BEB) in flies (Rodríguez-Baeza et al., 2003; Sangiorgi et al., 2013; Katzenberger et al., 2015; Saikumar et al., 2020), we examined BBB/BEB integrity 2 hr after injecting tetramethylrhodamine-conjugated dextran (molecular weight = 10,000 Da) into adult fly abdominal segments (Bainton et al., 2005). The dye crossed the barrier and penetrated the retina and brain, indicating that both BBB and BEB were disrupted after HIT strikes (Figure 1B−G). The percentage of flies exhibiting dextran-permeable BBB increased as the number of strikes increased from 0 to 6, with six strikes resulting in severe BBB disruption (Figure 1G) but maintaining a moderate viability providing enough samples for phenotypic analysis. Based on these results, six HIT strikes administered at 5 min intervals were applied to induce TBI throughout the present study.

**Figure 1.**
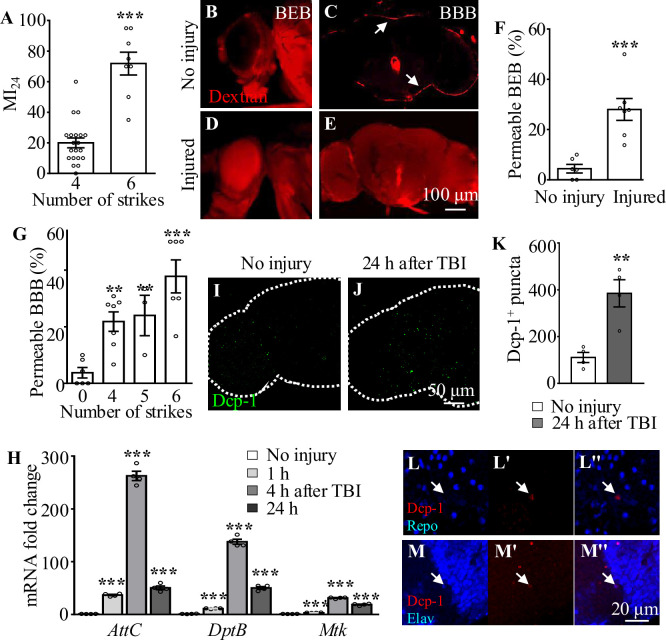
Traumatic brain injury (TBI) is induced in adult flies by a high-impact trauma (HIT) device. (**A**) MI_24_ is the mortality index calculated from the percentage of dead over total flies. Increasing the number of strikes from 4 to 6 increases the MI_24_ value. Error bars denote standard error of the mean (SEM; ***p*<*0.001, Student’s *t*-test). (B–E) The intactness of blood–eye barrier (BEB) and blood–brain barrier (BBB) before or after six strikes is indicated by the accumulated fluorescence intensity at the border of the eye (**B, D**) and brain (**C, E**), respectively. The examination was carried out at 2 hr after fluorescent dye injection. Arrows indicate the hemolymph exclusion line. Scale bar = 100 μm. (**F**) The percentage of permeable BEB with or without TBI (***p<0.001). (**G**) The percentage of permeable BBB following different numbers of strikes. Error bars denote SEM (**p* <*0.01 and ***p* <*0.001, Student’s *t*-test). (**H**) Histogram showing mRNA expression levels of innate immune response genes of the AMP family (*Attc*, *DiptB,* and *Mtk*) in the adult brain. Expression was increased in all cases following treatment. The *RPL28* gene served as an internal reference. Results are means  ± SEM (***p* <*0.001, Student’s *t*-test). (**I, J**) The number of Dcp-1^+^ puncta (green) increased in injured adult brains 24 hr after TBI. Scale bar = 50 μm. (**K**) Quantification of Dcp-1^+^ puncta. Error bars denote SEM (**p<0.01, Student’s *t*-tests). Results are means  ± SEM. (L–M'') Apoptotic debris labeled with anti-Dcp-1 antibodies (Red). Glial and neuronal nuclei are labeled with anti-Repo (**L**) and anti-Elav (**M**) antibodies (blue), respectively. Scale bar = 20 μm.

In addition to disruption of BBB/BEB integrity, we also analyzed TBI-induced secondary damage such as local and systemic immune responses. Given that Toll and immune deficiency (Imd) are the two crucial innate immune response pathways in *Drosophila* (Valanne et al., 2011), and their common downstream genes encode antimicrobial peptides (AMPs) that protect flies from TBI injury (van Alphen et al., 2022), we analyzed the expression of AMPs in adult fly brains at different time points after TBI. As shown by the real-time reverse transcriptase-polymerase chain reaction (RT-qPCR) results, expression of the AMP genes *AttC*, *DiptB,* and *Mtk* was significantly upregulated at 1 hr and reached a peak at 4 hr after injury (Figure 1H), consistent with previous reports (Barekat et al., 2016; Anonymous, 2013). Taken together, these results suggest that HIT strikes induce TBI reflected by BBB/BEB disruption and elevated expression of innate immune response genes.

### TBI induces neuronal but not glial apoptosis in adult fly brains

Given that neurons and glia have been shown to undergo cell death during both primary and secondary injury responses upon TBI in humans (Ng and Lee, 2019), we performed immunostaining with an antibody against Death caspase-1 (Dcp-1), the homolog of human caspase-3, to detect apoptotic cells in our TBI model. Interestingly, the number of Dcp-1^+^ puncta was significantly increased in adult fly brains at 24 hr after TBI (Figure 1I and J), with a 2.47-fold increase compared to the number in uninjured controls (Figure 1K). Furthermore, we found that almost all Dcp-1^+^ puncta were co-localized with Elav rather than Repo, suggesting that neurons but not glia are apoptotic (Figure 1L−M''). These results suggest that, as in mammals, TBI also induces neuronal apoptosis in fruit flies.

### TBI leads to astrocyte activation

In addition to the TBI-induced neuronal apoptosis mentioned above, glial cells also become reactive after nervous system injury (Burda and Sofroniew, 2014). It has been shown that ENG phagocytose neuronal debris upon axotomy (Doherty et al., 2009), but whether astrocytes respond to TBI remains unknown. To explore the potential role of astrocytes in the TBI response, *R86E01-GAL4* (Kremer et al., 2017), an astrocyte-specific driver, was used to express *UAS-mCD8::GFP* to label astrocyte plasma membrane. In uninjured fly brains, GFP intensities in the cell bodies and processes of astrocytes were widely distributed throughout the brain (Figure 2A and D). While no significant change in GFP intensity was detected in brains at 4 hr after TBI (Figure 2B and D), the GFP intensity was significantly increased and the cell bodies of astrocytes were significantly enlarged at 24 hr after TBI in the central brain region, especially in the antennal lobes (ALs) (Figure 2C and D). Of note, these results were not affected by the presence of one or two UAS transgenes as the efficiency of *R86E01-GAL4* in driving the expression of either was comparable as shown by the similar GFP levels (Figure 2A−C, I, and J).

**Figure 2.**
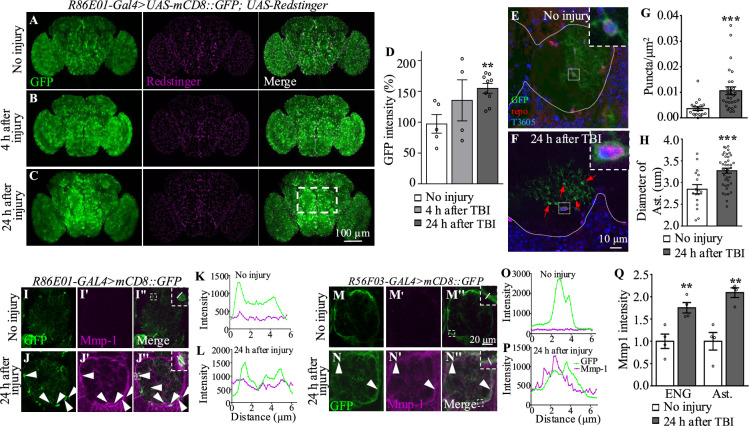
Traumatic brain injury (TBI) alters glial morphology and upregulates Mmp1 expression. (A–C) Representative images of astrocyte membranes labeled with *mCD8::GFP* driven by the astrocyte driver *R86E01-Gal4*. Co-expression of *UAS-Redstinger* labels astrocyte nuclei. GFP intensities are increased at 4 hr (**B**) and 24 hr (**C**) after injury. The rectangle defined by white dash lines denotes antennal lobes. Scale bars = 100 μm. (**D**) Quantification of GFP intensity at different timepoints after TBI. Results are means ± SEM (**p*<*0.01, Student’s *t*-test). (**E, F**) MARCM (y w UAS-CD8::GFP hs-FLP; tubP-Gal80 FRT-40A/CyO; alrm-Gal4 UAS-CD8::GFP UAS-Dcr2/TM6 Tb Hu cross with *FRT-40A* flies) analysis reveals single astrocytes with evenly distributed GFP^+^ cellular processes without injury (**E**) and an increased number of GFP^+^ puncta at 24 hr after injury (**F**). Arrows denote GFP^+^ accumulations in astrocyte processes. White dots demarcate neuropils. Anti-Repo antibodies labeled glial nuclei. TO-PRO labeled all nuclei. Insets show the morphology of a glial soma before and after injury. Scale bar = 10 μm. (**G**) Quantification of GFP^+^ puncta in astrocyte processes before and after injury. (**H**) Quantification of the astrocyte soma diameter surrounding antennal lobes (ALs) after injury. Results are means  ± SEM (***p*<*0.001, Student’s *t*-test). (I–J'', M–N'') Representative images of ALs co-labeled with GFP and Mmp1 (magenta) in uninjured and injured adult brains. (J–J'') GFP-labeled astrocyte membranes (green) overlapped with Mmp1 (magenta) after injury. (N–N'') After injury, Mmp1 co-localizes with GFP-labeled ensheathing glia (ENG) (*R56F03-Gal4*) membranes (green). Arrows show Mmp1-GFP colocalization in (L'') and (P''). Scale bar = 20 μm. (**K, L**) Graph showing fluorescence intensity per pixel in each channel for the inset in (I'') and (J'') of the astrocyte membrane and Mmp1 along a line drawn through a cell body. (**O, P**) Graph showing fluorescence intensity per pixel in each channel for the inset in (M'') and (N'') of the ENG membrane and Mmp1 along a line drawn through the process of ENG. (**Q**) Quantification of Mmp1 intensity in (I–J'') and (M–N''). Ast is the short of astrocytes. Results are means ± SEM (**p* <*0.01, Student’s *t*-test).

In mammals, the hallmarks of astrocyte activation are hypertrophy of astrocytes and upregulated level of the glial fibrillary acidic protein (GFAP) (Pekny and Pekna, 2004). Given that there is no GFAP homolog in *Drosophila* (Doherty et al., 2009), we examined morphological changes in astrocytes at single-cell resolution following TBI by mosaic analysis with a repressible cell marker (MARCM) on adult fly brains at 3–4 days after eclosion. The cell bodies of these astrocytes were located at the interface between neuropil and cortex regions, or in neuropils, and their cellular processes infiltrated into neuropils (Figure 2E). Interestingly, astrocytes in injured brains exhibited bright and distinct GFP^+^ accumulations associated with their cellular processes at 24 hr after TBI (Figure 2F and G). Quantitatively, the number of these accumulations per square nanometer in the cellular processes was significantly increased at 24 hr after TBI; the increase in the number of accumulations might be responsible for the increase in GFP intensity triggered by TBI (Figure 2G). Importantly, the diameter of astrocytes cell bodies was also increased at 24 hr after injury (Figure 2H). Taken together, these results show that astrocytes become reactive in adult brains at 24 hr after TBI.

Axotomy induces expression of injury-related proteins such as extracellular proteases the matrix metalloprotease (MMP) (Purice et al., 2017). In addition to the morphological changes in astrocytes, we observed upregulated expression of Mmp1 in TBI-treated brains (Figure 2I−J’’, M−N’’, and Q). These Mmp1^+^ signals were colocalized with membrane-bound *mCD8::GFP* driven by the astrocytes-specific driver *R86E01-GAL4* or ENG-specific driver *R56F03-GAL4* (Figure 2K, L, O and P), with a more dominant expression in ENG. These results suggest that Mmp1 might be produced from both types of glia after TBI.

### Transcriptional profiling of astrocytes in adult flies reveals elevated expression of injury-related genes upon TBI

To further investigate how astrocytes respond to TBI, we analyzed transcriptional changes in astrocytes by RNA-seq (Figure 3A). 

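Astrocytes marked by the fluorescent protein Redstinger under the control of *R86E01-Gal4* were sorted from dissociated brains of uninjured flies and of flies 4 hr and 24 hr after TBI. Sorted cells were lysed, and full-length cDNA was made by Smart-seq2, a protocol that primes reverse transcription on the poly(A) tail, before sonication and paired-end sequencing. The authors aligned the reads to dm6 and counted them per gene, and they deposited TPM, the abundance of the transcripts of a gene relative to its length, scaled to the same total in every sample. The deposited table lists genes by FlyBase identifier in 15 samples, 5 biological replicates in each of the 3 groups. Of its identifiers, 17398 had a name and exons in the dm6 annotation. TPM gives the share of a gene and not its number of reads, so the depth behind a single value is unknown and no counting interval can be given. The 8101 genes with a TPM of at least 1 in at least 5 samples were transformed to log2(TPM + 1), a scale that understates the change of genes near 0. The 3 groups were compared in a single limma fit with Benjamini–Hochberg adjustment. Single values were also compared by an exact two-sided permutation test over all arrangements of 5 against 5 samples, for which the smallest possible p is 0.00794. The composition of the samples differed between groups. Transcripts of the mitochondrial genome made up 43.1% ± 6.89 (SD, n = 5) of TPM in uninjured astrocytes, 27.01% ± 13.1 (SD, n = 5) at 4 hr (exact permutation p = 0.0556) and 24.2% ± 10.3 (SD, n = 5) at 24 hr (exact permutation p = 0.0238). The number of genes with a TPM above 0 was 8592 ± 123 (SD, n = 5) in uninjured astrocytes, 9493 ± 351 (SD, n = 5) at 4 hr and 9519 ± 373 (SD, n = 5) at 24 hr. Injured and uninjured samples did not overlap at either time. The median log2 fold change of all 8101 genes against uninjured astrocytes was 0.31 at 4 hr and 0.51 at 24 hr, so that a log2 fold change of this size is shared by the typical gene. It was 0.02 and 0.10 after TPM was rescaled by median-of-ratios size factors, and −0.06 and −0.02 after quantile normalization.

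**Figure D1:**
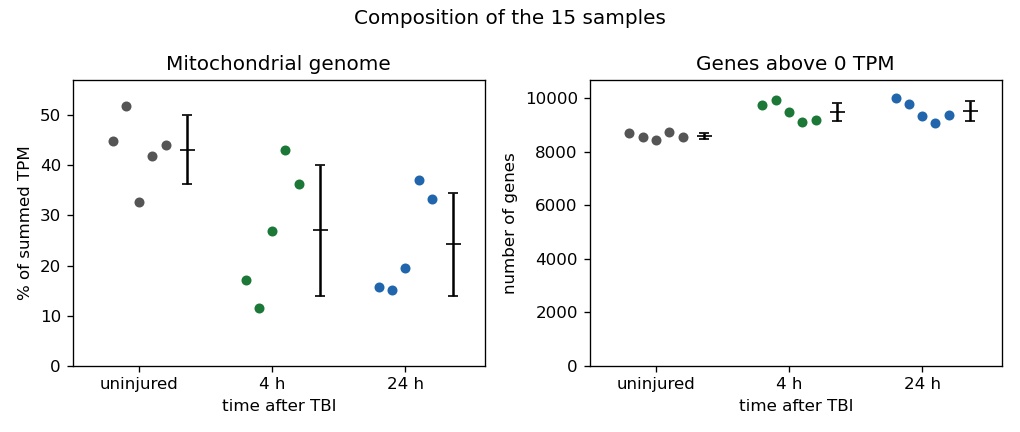
Percent of TPM from the mitochondrial genome (left) and number of genes with a TPM above 0 (right) in each sample. Dots are the 5 replicates of uninjured astrocytes and of astrocytes 4 hr and 24 hr after TBI in replicate order, bars at their right are the mean ± SD, and every injured sample has more genes above 0 than every uninjured sample.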

Due to the tiny soma and morphological complexity, the analysis of a purified population of glial cells has been difficult and technically challenging. We have optimized a protocol for purifying astrocytes from adult *Drosophila* of *R86E01-Gal4*>*UAS-Redstinger* by FACS (see details in ‘Materials and methods’). As FACS removes most cell masses and RFP-negative cells, the remaining RFP^+^ cells are mostly viable, as shown by MitoTracker staining, and purity was 92.96% (RFP^+^ and MitoTracker^+^ cells/total cells) in uninjured brains (Figure 3—figure supplement 1A–C’). 

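At 4 hr after TBI, the astrocyte gene *alrm* (FBgn0039332, dm6 chromosome 3R from 25381065 to 25382781) had a TPM of 19758 ± 2294 (SD, n = 5). *Eaat1* (FBgn0026439, chromosome 2L from 9333567 to 9341925) had a TPM of 6574 ± 466 (SD, n = 5) in the same samples, against 5260 ± 812 (SD, n = 5) in uninjured astrocytes. Its log2 fold change of 0.33 (standard error 0.16, limma adjusted p = 0.20) lay near the median of all genes, with 3 of 5 samples above every uninjured one. It was −0.01 with size factors. The synaptic gene *nSyb* (FBgn0013342, chromosome 3L from 1630348 to 1637752) had a TPM of 13.0 ± 7.36 (SD, n = 5) at 4 hr. It had 6.63 ± 4.44 (SD, n = 5) in uninjured astrocytes and 19.7 ± 22.2 (SD, n = 5) at 24 hr. The last mean rests on a TPM of 59.2 in replicate 1. A list of astrocyte genes (*alrm*, *Eaat1*, *Gat*, *Gs2*, *e*, *wun2*, *Obp44a* and *htl*) made up 6.45% ± 0.980 (SD, n = 5) of TPM at 4 hr. It made up 5.85% ± 1.27 (SD, n = 5) in uninjured astrocytes (exact permutation p = 0.397) and 7.03% ± 0.894 (SD, n = 5) at 24 hr (exact permutation p = 0.135). After division by median-of-ratios size factors, the summed values of the list, relative to the original total, went the other way. They were 6.87% in uninjured astrocytes, 5.98% at 4 hr and 5.86% at 24 hr. Such a factor scales all genes of a sample alike, so the share of the list within a sample stays unchanged. A list of 13 neuronal genes, *nSyb* among them, made up 0.0104% ± 0.00244 (SD, n = 5) at 4 hr. Its share was 0.00709% ± 0.00254 (SD, n = 5) in uninjured astrocytes (exact permutation p = 0.0714) and 0.0115% ± 0.00789 (SD, n = 5) at 24 hr (exact permutation p = 0.286).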

Further analysis of the RNA-seq data showed that the astrocyte markers *Eaat1* (110359 reads) and *alrm* (186413 reads) were highly expressed, while *nSyb*, a neuronal marker, was hardly detected (125 reads) at 4 hr after TBI, verifying the purity of FACS-sorted astrocytes. A principal component analysis (PCA) revealed that the variance between different groups (no injury vs. 4 hr and 24 hr after injury) was greater than the variance within groups (Figure 3—figure supplement 1D). 

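In a PCA of log2(TPM + 1) over the genes tested, centred and not scaled per gene, the first 3 principal components held 38.1%, 14.3% and 7.53% of the variance of the 15 samples. Of the total variance, 36.5% lay between the 3 groups and 63.5% between replicates of a group. The share between groups was larger than that of permuted sample labels (permutation test, p = 0.0006). Of the variance along the first component 53.3% lay between groups, and of that along the second 91.3%. Over the 764 genes listed in Supplementary file 3 that have TPM values, which the authors chose for their difference between these samples, 70.0% of the variance lay between groups. This choice of genes moved the share most of the settings tried. Over the 500 genes with the largest variance it was 43.8%.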

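The values of any pair of replicates of a group, as log2(TPM + 1), were correlated with a Pearson r between 0.878 and 0.967 across genes, which are not independent replicates. No pair of the 15 samples was identical, since at most 66 genes had an equal TPM above 0 in any pair. A TPM above 0 in at least 1 sample was given for 13395 genes, and the values carry 2 decimals. The number of genes with a TPM of at least 1 was 7152 ± 178 (SD, n = 5) in uninjured astrocytes, 7749 ± 286 (SD, n = 5) at 4 hr and 7840 ± 192 (SD, n = 5) at 24 hr. The 10 most abundant genes of a sample made up 50.5% ± 4.54 (SD, n = 5), 38.9% ± 6.79 (SD, n = 5) and 36.4% ± 5.11 (SD, n = 5) of its TPM in these groups.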

From analysis of five biological replicates for each time point (no injury, 4 hr, and 24 hr after injury), we obtained 539 million reads (an average of 36 million reads per sample) and aligned the RNA-seq reads to the *Drosophila* genome. We found that 93.67 ± 0.89% of reads mapped to the *Drosophila* genome (dm6 version). Using a cutoff of ≥2-fold differential expression (adj. p-value<0.01, Benjamini–Hochberg procedure), we identified 522 and 357 genes with altered expression at 4 hr (416 upregulated and 106 downregulated) and 24 hr (229 upregulated and 128 downregulated) after injury, respectively (Figure 3B−D; Supplementary file 2).

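With the same thresholds, an adjusted p below 0.01 and an absolute log2 fold change of at least 1, limma on log2(TPM + 1) gave 467 upregulated and 18 downregulated genes at 4 hr. At 24 hr it gave 183 upregulated and 5 downregulated genes. At an unadjusted p below 0.05, without a limit on the fold change, 2196 genes differed at 4 hr and 3175 at 24 hr. Upregulated at both times were 90 genes and downregulated at both were 2, and 0 genes changed in opposite directions. A direct comparison of the time points gave 34 genes that were higher and 128 that were lower at 24 hr than at 4 hr. The balance of directions depended on the scaling. Of the differentially expressed genes, 96.3% were upregulated at 4 hr and 97.3% at 24 hr. After quantile normalization, the alternative that moved these shares most, they were 77.8% and 68.2%, with 283 upregulated and 81 downregulated genes at 4 hr. At 24 hr quantile normalization gave 45 upregulated and 21 downregulated genes, and size factors gave 50 and 22. Replicate numbers as a block, which the labels do not show to be pairs, gave 584 and 14. The mitochondrial share as a covariate, a setting chosen after the data were seen, gave 27 and 0. When each replicate was left out in turn, the number of upregulated genes at 24 hr ranged from 68 without 24 hr replicate 1 to 279 without 4 hr replicate 4. Over all 8101 genes, every 4 hr sample lay above every uninjured one in 703 and below in 68, and every 24 hr sample in 1012 and 42, where chance gives 0.794% of genes for both directions together. Of the 416 genes that the paper lists as upregulated at 4 hr in Supplementary file 3, 380 passed the filter, all of these were higher at 4 hr than in uninjured astrocytes, and 319 were differentially expressed. Of its 229 at 24 hr, 212 were tested, 212 were higher and 95 were differentially expressed. Of its 106 downregulated genes at 4 hr, 105 were tested, 105 were lower and 18 passed the thresholds, and of its 128 at 24 hr, 127 were tested, 127 were lower and 5 passed. The log2 fold changes at 4 hr and 24 hr were correlated across genes (Pearson r = 0.597, Spearman rho = 0.612), where genes are not independent replicates. Both comparisons share the same 5 uninjured samples, which alone gave a mean r of 0.4997 when unchanged genes were simulated independently. When whole samples were drawn instead, the mean r was 0.481 and the observed r lay below 0.797, the upper end of the central 95% of draws.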

**Figure 3.**
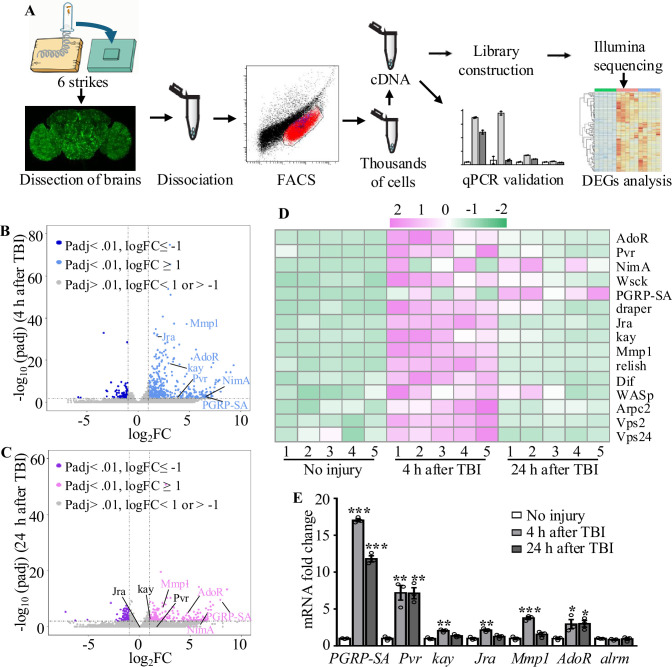
Transcriptome analysis of astrocytes reveals upregulation of injury-related and innate immunity genes. (**A**) After dissection, *Drosophila* brains were disrupted and the cell suspension was subjected to fluorescence-activated cell sorting (FACS). Astrocyte cDNAs were amplified by the Smart-seq2 method and a cDNA library was constructed. A subset of upregulated genes from RNA-seq screening was validated by quantitative real-time PCR. (**B, C**) Volcano plots of the gene expression analysis; 522 differentially expressed genes (416 upregulated, 106 downregulated) in astrocytes were detected at 4 hr after injury (**B**), and 357 differentially expressed genes (229 upregulated, 129 downregulated) in astrocytes were detected at 24 hr after injury (**C**). The threshold for differential expression was set at log_2_FC = 1 with an adj. p<0.01. FC = fold change; adj. = adjusted (for multiple comparisons by the Benjamin–Hochberg procedure). (**D**) Heatmap of the expression of a small set of representative genes, including *draper*, *Jra,* and *kay*, previously identified as essential factors during glial clearance of severed axons. (**E**) Quantitative real-time PCR validation of a subset of upregulated genes from RNA-seq screening. Error bars represent SEM. Results are means ± SEM (*p*<*0.05, **p*<*0.01, and ***p*<*0.001 by Student’s *t*-tests).

**Figure 3—figure supplement 1.**
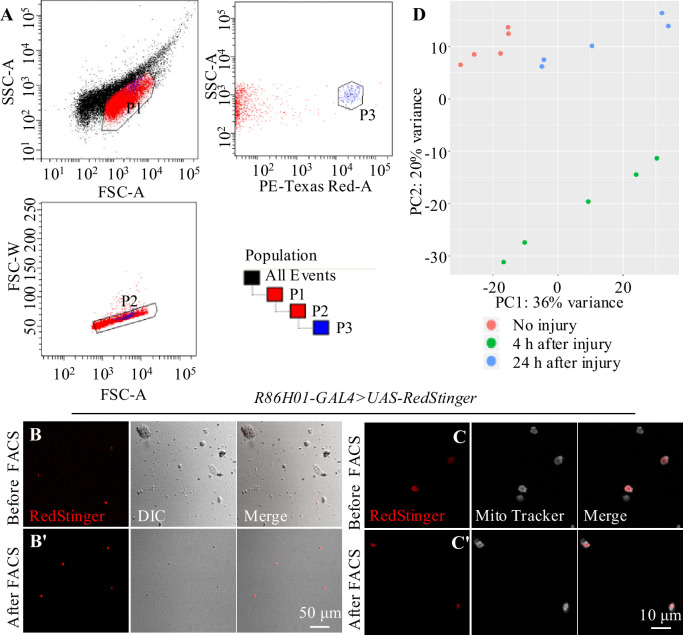
Sorting of adult astrocytes by fluorescence-activated cell sorting (FACS). (**A**) To discriminate between healthy and damaged or dying cells, side scatter (SSC-A, log) and forward scatter (FSC-A, log) were plotted. Higher SSC-A signals indicate increased granularity and therefore likely dying cells. Thus, one should define the sorting gate as the population with the lower SSC-A signal (P1). (P2) Exclude cell clusters by sorting only events with a low FSC width (FSC-W) versus similar area (FSC-A) signal to get exact single cell. (P3) To gate for RFP^+^ cells, plotted the signal from the excitation of cells with the 568-nm laser (PE-Texas Red-A, log) against the signal from the SSC-A. The population with the higher PE-Texas Red-A signal was the candidate cells cluster. The strategy for FACS is shown on the lower-right corner. (B–C') A population of cells with strong RFP signal was purified from adult flies of *R86E01-Gal4*>*UAS-Redstinger*. (**B, B'**) Confocal images of representative astrocytes before and after sorting by FACS. Scale bar = 50 μm. (**C, C'**) As cell-permeant MitoTracker labels mitochondria of live cells, cells after FACS both labeled by RFP and MitoTracker. Scale bar = 10 μm. (**D**) A principal component analysis of all biological replicates (uninjured versus injured) revealing genes expressed at absolute value of logarithmic fold change (log_2_FC) > 1.0.

**Figure 3—figure supplement 2.**
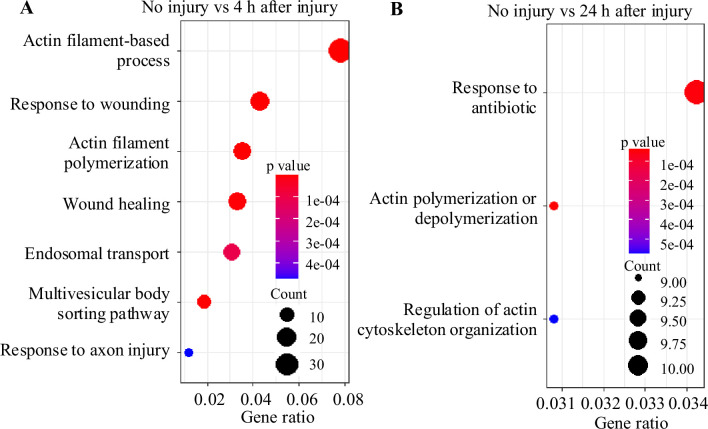
Gene Ontology (GO) analysis of differentially expressed genes at 4 hr and 24 hr after injury. Scatterplot showing GO functional enrichment results for differentially expressed genes of astrocytes in the brain at 4 hr (**A**) and 24 hr (**B**) after injury, p<0.01.

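Genes named in Supplementary file 2 under 10 GO terms were tested as sets with fry, a rotation test of limma, with Benjamini–Hochberg adjustment over all sets and both injury comparisons. The authors chose these genes for their difference between these samples, so the tests are not independent evidence of a change. The 12 tested genes of endosomal transport had a median log2 fold change of 1.75 at 4 hr (fry adjusted p = 1.6e-07), and 12 of them were upregulated. For the 28 genes of actin filament-based process the median was 1.88 (fry adjusted p = 3.9e-07), with 26 upregulated, and for the 11 genes of wound healing it was 1.73 (fry adjusted p = 1.6e-07), with 10 upregulated. The other terms from the 4 hr comparison were multivesicular body sorting pathway (8 of 8 genes upregulated), actin filament polymerization (13 of 13), response to axon injury (6 of 6) and response to wounding (14 of 15). At 24 hr the medians of endosomal transport, actin filament-based process and wound healing were 0.85, 1.20 and 1.28, and 2, 9 and 3 of their genes were upregulated. Terms listed for 24 hr were actin polymerization or depolymerization and regulation of actin cytoskeleton organization, both with a median log2 fold change of 2.04 at that time and with 3 of 6 and 4 of 8 genes upregulated. The third, response to antibiotic, had a median of 0.65 (fry adjusted p = 0.0010), with 3 of 10 genes upregulated and 5 of 10 above 0. Of all 31 sets tested, fry placed 19 below an adjusted p of 0.05 at 4 hr and 19 at 24 hr, and all 10 GO terms were among them at both times. Camera with a preset correlation of 0.01, the alternative that moved these numbers most at 4 hr, gave 12 and 15 sets, of which 10 and 12 also passed with fry. Response to antibiotic was not among them at 4 hr (camera adjusted p = 0.96) or at 24 hr (camera adjusted p = 0.52). Nor was regulation of actin cytoskeleton organization at 4 hr (camera adjusted p = 0.059).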

Gene Ontology (GO) analysis of these upregulated genes revealed that a significant proportion were associated with endosomal transport, actin cytoskeleton, and wound healing (Figure 3—figure supplement 2). Furthermore, we detected upregulated expression of components functioning in the innate immune response after TBI. For instance, expression of the components Relish and Dif of the Toll and Imd pathways was upregulated in astrocytes after TBI (Figure 3D), in agreement with a previous finding that Relish is necessary for TBI-induced secondary injuries (Swanson et al., 2020). In addition, expression of injury-related genes including *chic*, *Jra*, *kay, rl*, *Cad96Ca*, *Idgf4*, *Stam*, *draper*, *Pvr*, *spict*, *Mmp1* and *NijA*, and receptor genes including *Pvr*, *draper*, *AdoR*, *PGRP-SA*, and *NimA* were upregulated in astrocytes at 4 hr or 24 hr after injury (Supplementary file 3). 

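*Rel* (FBgn0014018, dm6 chromosome 3R from 9044183 to 9047977), which encodes Relish, rose from a TPM of 9.22 ± 4.85 (SD, n = 5) in uninjured astrocytes to 91.2 ± 12.9 (SD, n = 5) at 4 hr. This was a log2 fold change of 3.29 (standard error 0.27, limma adjusted p = 2.1e-07), with all 5 injured samples above every uninjured one. *Dif* (FBgn0011274, chromosome 2L from 17413248 to 17433161, sharing 4.4% of its exonic sequence with *CG15141*) rose from 22.5 ± 8.35 (SD, n = 5) to 119 ± 38.1 (SD, n = 5) TPM. Its log2 fold change was 2.36 (standard error 0.30, limma adjusted p = 3.1e-05). For *Dif*, too, 5 of 5 samples lay above every uninjured one. Both genes were upregulated at 4 hr in each of the 15 fits that left out 1 replicate.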

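Of 31 tested genes that the paper names from its RNA-seq data, 23 were upregulated at 4 hr and 8 at 24 hr, or 25 and 15 when p-values were adjusted over the list alone. The latter is not independent evidence, because the authors chose the genes on these samples. With the mitochondrial share of each sample as a covariate, a setting chosen after the data were seen and the one that moved these numbers most, they were 18 and 1. *NijA* (FBgn0036101, dm6 chromosome 3L from 10694360 to 10696877) rose from a TPM of 0.816 ± 1.82 (SD, n = 5) in uninjured astrocytes to 40.9 ± 11.6 (SD, n = 5) at 4 hr. This was a log2 fold change of 4.87 (standard error 0.50, limma adjusted p = 2.7e-06). At 24 hr it was 7.90 ± 5.22 (SD, n = 5), with a log2 fold change of 2.46 (standard error 0.50, limma adjusted p = 0.0067) that passed the thresholds in only 6 of the 15 fits that left out 1 replicate. It failed with size factors, quantile normalization, no filter or only the 2 groups compared, and under each of the 3 settings chosen after the data were seen. *chic* (FBgn0000308, chromosome 2L from 5972115 to 5981018) rose by 1.73 (standard error 0.20, limma adjusted p = 8.1e-06) on the log2 scale at 4 hr, and *spict* (FBgn0032451, chromosome 2L from 12704725 to 12706683) by 1.61 (standard error 0.25, limma adjusted p = 2.1e-04). For *NijA*, *chic* and *spict* 5 of 5 samples at 4 hr lay above every uninjured one, and for *NijA* 4 of 5 at 24 hr. *Cad96Ca* (FBgn0022800, chromosome 3R from 25197571 to 25208283) rose from 1.99 ± 0.920 (SD, n = 5) to 8.09 ± 4.26 (SD, n = 5) TPM at 4 hr, with 4 of 5 samples above every uninjured one. Its log2 fold change of 1.52 (standard error 0.37, limma adjusted p = 0.0098) passed in only 2 of the 15 fits that left out 1 replicate. It failed in the same other settings as *NijA* at 24 hr, and with a filter at a TPM of 5. *Idgf4* (FBgn0026415, chromosome X from 9927973 to 9930948) was upregulated at 24 hr, with a log2 fold change of 2.77 (standard error 0.50, limma adjusted p = 0.0031), and at 4 hr its log2 fold change was 1.99 (limma adjusted p = 0.012). Of its injured samples, 5 of 5 and 4 of 5 lay above every uninjured one. At 24 hr it failed without a filter, with the mitochondrial share as a covariate (log2 fold change 1.33) and without 24 hr replicate 1, 2 or 3. It passed at 4 hr with sample weights, with replicate numbers as a block, and without uninjured replicate 3 or 4 hr replicate 4. *rl* (FBgn0003256, chromosome 2R from 1071462 to 1125927) had a TPM of 120 ± 26.6 (SD, n = 5) in uninjured astrocytes, 74.8 ± 23.4 (SD, n = 5) at 4 hr and 79.5 ± 17.8 (SD, n = 5) at 24 hr. Its log2 fold changes were −0.70 (limma adjusted p = 0.055) and −0.59 (limma adjusted p = 0.076), with 3 of 5 samples below every uninjured one at each time. They stayed below 0 under every setting tried. Of the receptor genes, *PGRP-SA* (FBgn0030310, chromosome X from 11561643 to 11562779) was listed at 0 in all uninjured samples. Its TPM was 6.52 ± 6.05 (SD, n = 5) at 4 hr (limma adjusted p = 0.014) and 18.4 ± 8.85 (SD, n = 5) at 24 hr (limma adjusted p = 6.7e-04), above 0 in 4 and 5 of 5 samples. It passed at 4 hr with a pseudocount of 0.1, with replicate numbers as a block and without 4 hr replicate 5. It failed at 24 hr with the mitochondrial share as a covariate. *NimA* (FBgn0261514, chromosome 2L from 13957539 to 13963381) had a TPM of 0.008 ± 0.0179 (SD, n = 5) in uninjured astrocytes, 1.78 ± 1.90 (SD, n = 5) at 4 hr (limma adjusted p = 0.10) and 2.58 ± 1.58 (SD, n = 5) at 24 hr (limma adjusted p = 0.021). Its log2 fold changes were 1.16 and 1.70, with 4 and 5 of 5 injured samples above every uninjured one, and it passed at 24 hr only with the 2 groups compared alone.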

A set of endocytic trafficking genes was also identified, including *Arpc1*, *Arpc2*, *cpa*, *cpb*, *Stam*, and *Chmp1*. 

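*Arpc1* (FBgn0001961, dm6 chromosome 2L from 13827941 to 13829741), a subunit of the Arp2/3 complex, rose from a TPM of 84.3 ± 29.0 (SD, n = 5) in uninjured astrocytes to 323 ± 186 (SD, n = 5) at 4 hr. It was at 365 ± 170 (SD, n = 5) at 24 hr. The log2 fold changes were 1.80 (standard error 0.40, limma adjusted p = 0.0055) and 2.03 (standard error 0.40, limma adjusted p = 0.0056). All 5 injured samples of both times lay above every uninjured sample, yet the adjusted p stayed below the threshold in only 10 of the 15 fits that left out 1 replicate at either time. *Arpc1* failed at both times after quantile normalization, without a filter, without a variance trend and with the mitochondrial share as a covariate (log2 fold changes 0.78 and 0.84), a setting chosen after the data were seen. At 24 hr it also failed with size factors and with the length trend removed. *Chmp1* (FBgn0036805, chromosome 3L from 18682895 to 18684061) rose from 417 ± 87.0 (SD, n = 5) to 1116 ± 146 (SD, n = 5) TPM at 4 hr. Its log2 fold change of 1.43 (standard error 0.17, limma adjusted p = 1.1e-05) passed the thresholds in each of the 15 fits.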

Subsequent RT-qPCR experiments confirmed the upregulation of all six genes tested at 4 hr and/or 24 hr after TBI (Figure 3E), supporting the robustness of the RNA-seq analysis. As a control, the astrocytes-specific *alrm* gene showed no upregulation upon TBI by RT-qPCR and RNA-seq. 

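By RNA-seq, *alrm* had a TPM of 19924 ± 6259 (SD, n = 5) in uninjured astrocytes and of 23094 ± 2940 (SD, n = 5) at 24 hr. Its log2 fold change was 0.03 (standard error 0.23, limma adjusted p = 0.94) at 4 hr and 0.26 (standard error 0.23, limma adjusted p = 0.42) at 24 hr, both below the median of all genes at that time. With size factors the values were −0.31 and −0.25, and at 4 hr the sign also changed in 4 of the 15 fits that left out 1 replicate, with −0.09 without uninjured replicate 4. No difference from uninjured astrocytes was detected (exact permutation p = 0.873 at 4 hr and 0.222 at 24 hr).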

Taken together, these findings validate the approach of RNA-seq transcription profiling in detecting genes functionally related to injury responses in astrocytes following TBI.

### Pvr and AP-1 are required for the upregulation of Mmp1 after TBI

Among the candidates exhibiting upregulated expression in astrocytes upon TBI, three receptors (Pvr, AdoR, and Draper), all acting upstream of and activating the JNK pathway (Ishimaru et al., 2004; Macdonald et al., 2013; Poernbacher and Vincent, 2018), emerged as new factors with uncharacterized functions in astrocytes (Figure 3D). 

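*Pvr* (FBgn0032006, dm6 chromosome 2L from 8220980 to 8239878) had the lowest expression of the 3 receptor genes. Its TPM was 0.118 ± 0.215 (SD, n = 5) in uninjured astrocytes, 2.22 ± 1.04 (SD, n = 5) at 4 hr and 0.520 ± 0.370 (SD, n = 5) at 24 hr. All 5 samples at 4 hr lay above every uninjured sample (exact permutation p = 0.00794), and the log2 fold change was 1.47 (standard error 0.31, limma adjusted p = 0.0038). Its adjusted p stayed below the threshold in 10 of the 15 fits that left out 1 replicate, in all of which the log2 fold change lay between 1.35 and 1.70. It did not with only the 2 groups compared, nor after quantile normalization, where the log2 fold change was 0.98. Of 3 settings chosen after the data were seen, it also did not with the length trend removed (log2 fold change 1.10) or with the mitochondrial share as a covariate (1.11). *Pvr* at 24 hr had a log2 fold change of 0.43 (limma adjusted p = 0.31), with 2 of 5 samples above every uninjured one. It was −0.22 after quantile normalization and −0.14 with the length trend removed. *AdoR* (FBgn0039747, chromosome 3R from 30134856 to 30149606) rose from 6.12 ± 5.12 (SD, n = 5) to 290.1 ± 160 (SD, n = 5) TPM at 4 hr, a log2 fold change of 5.49 (standard error 0.51, limma adjusted p = 9.2e-07). Its exonic sequence is shared to 60.1% with the antisense gene *asRNA:CR46082*, and the paper's text does not state whether reads were counted by strand. *drpr* (FBgn0027594, chromosome 3L from 1715595 to 1731107, 2.4% of its exonic sequence shared with *Oseg4*), which encodes Draper, rose from 61.3 ± 12.9 (SD, n = 5) to 211 ± 52.2 (SD, n = 5) TPM. The log2 fold change was 1.76 (standard error 0.23, limma adjusted p = 4.2e-05). *AdoR* and *drpr* passed the thresholds at 4 hr in each of the 15 fits that left out 1 replicate.

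**Figure D2:**
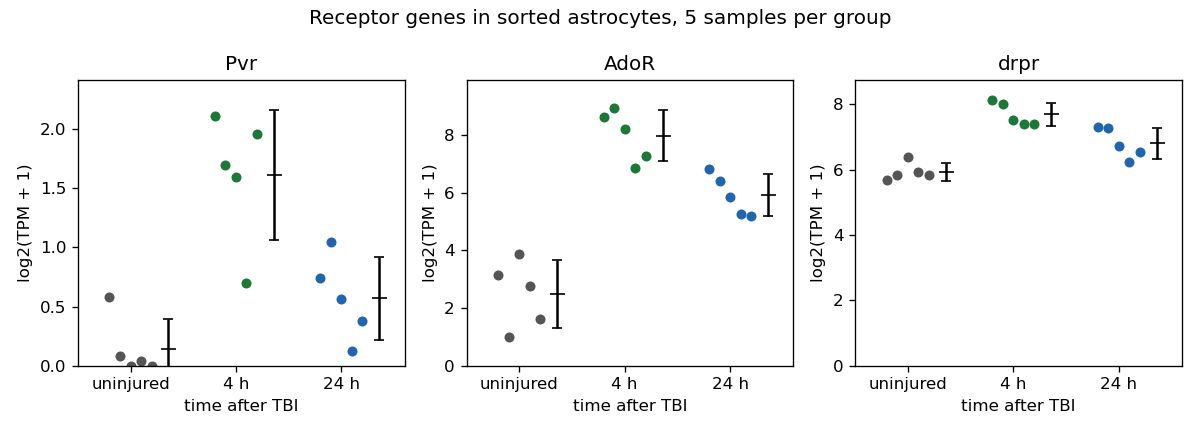
Expression of the receptor genes *Pvr*, *AdoR* and *drpr* as log2(TPM + 1) in uninjured astrocytes and 4 hr and 24 hr after TBI. Dots are the 5 replicates in replicate order and bars at their right are the mean ± SD, with every 4 hr sample above every uninjured sample in each of the 3 genes.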

The *Drosophila* RNA interference (RNAi) Screening Center Integrative Ortholog Prediction Tool identified orthologs of these three receptors, subunits of transcriptional factor AP-1 (composed of Jra and kay) of the JNK pathway, Mmp1, and endocytic trafficking genes in mouse and human (Table 1; Hu et al., 2011). These proteins mediate essential injury responses in vertebrates (Borea et al., 2016; Motz and Coukos, 2013; Shi et al., 2021). To examine a potential role of the receptors and their downstream signaling components in astrocytes after TBI, we quantified the immunostaining intensity of these proteins from projected images of the whole brain (including 20–30 slices with 1 µm per slice). 

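The AP-1 subunit gene *Jra* (FBgn0001291, dm6 chromosome 2R from 10096480 to 10098556, 2.4% of its exonic sequence shared with *RpLP0-like*) rose from a TPM of 98.5 ± 11.8 (SD, n = 5) in uninjured astrocytes to 447 ± 55.0 (SD, n = 5) at 4 hr after TBI. This was a log2 fold change of 2.17 (standard error 0.16, limma adjusted p = 4.6e-08). *kay* (FBgn0001297, chromosome 3R from 29765995 to 29794113), which encodes the other subunit, rose from 70.7 ± 24.5 (SD, n = 5) to 614 ± 337 (SD, n = 5) TPM, a log2 fold change of 2.95 (standard error 0.40, limma adjusted p = 5.7e-05). *Mmp1* (FBgn0035049, chromosome 2R from 24671294 to 24688184, 5.9% of its exonic sequence shared with *Pof*) rose from 9.73 ± 7.40 (SD, n = 5) to 319 ± 106 (SD, n = 5) TPM. On the log2 scale it rose by 5.05 (standard error 0.33, limma adjusted p = 1.9e-08). At 4 hr all 5 samples lay above every uninjured sample for each of these genes.

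**Figure D3:**
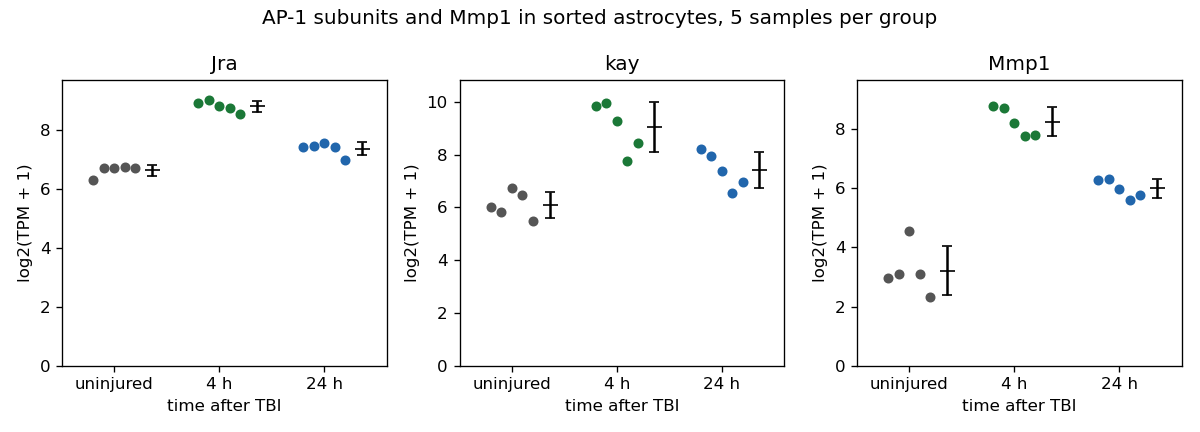
Expression of *Jra*, *kay* and *Mmp1* as log2(TPM + 1) in uninjured astrocytes and 4 hr and 24 hr after TBI. Dots are the 5 replicates in replicate order and bars at their right are the mean ± SD, with values highest at 4 hr.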

As our RNA-seq analysis revealed elevated expression of JNK-related injury genes such as *AP-1* and *Mmp1* (Figure 3D, Table 1), we analyzed the expression of Mmp1, a transcriptional target of AP-1 (Purice et al., 2017), as a readout for the activity of JNK signaling in response to TBI. We found that upregulated Mmp1 expression induced by TBI was potently suppressed by knocking down the expression of Pvr, Jra, or kay (Figure 4A−D, F), indicating that Mmp1 upregulation is mediated by Pvr and AP-1, and predominantly occurs in astrocytes. We note that the location and intensity of Mmp1 signals are variable among different individuals (Figure 4), probably because the brain damage caused by HIT is not stereotypical.

**Figure 4.**
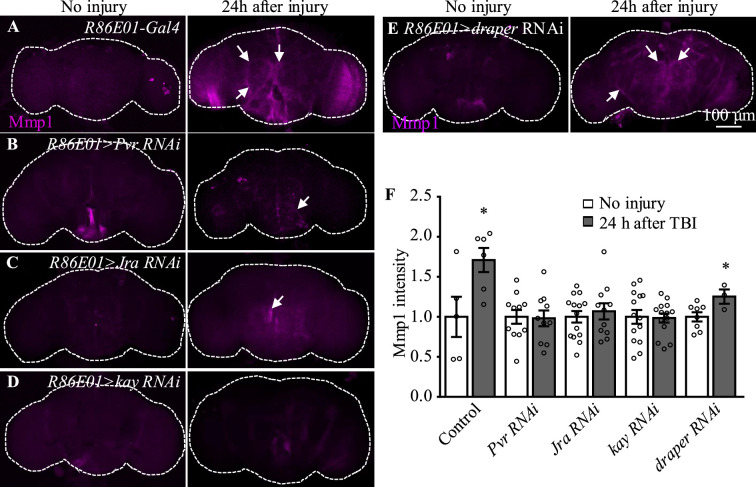
Pvr, Jra, and kay are required for Mmp1 upregulation after traumatic brain injury (TBI). (**A–F**) Knockdown of Pvr, Jra, or kay by *R86E01-Gal4*-driven RNAi in astrocytes suppresses Mmp1 upregulation after TBI. Scale bar = 100 μm. All images are projections of 25–30 μm immunostaining slices (one image per 1 μm slice). Arrows show Mmp1 signals. (**F**) Quantification of Mmp1 intensity in different genotypes. Results are means ± SEM (*p*<*0.05 by Student’s *t*-test).

**Figure 4—figure supplement 1.**
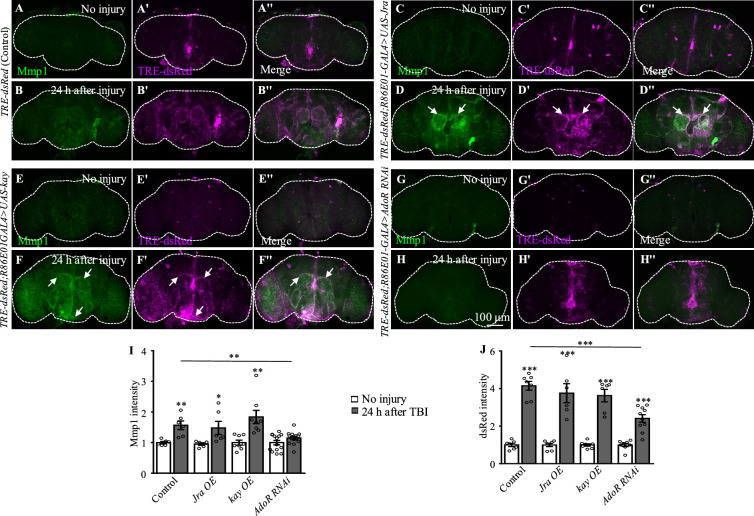
Overexpression of Jra or kay does not enhance the expression of TRE-RFP and Mmp1 in adult brain after traumatic brain injury (TBI). (**A, B''**) Fly brains showing TRE-RFP expression before and 24 hr after TBI. (C–F'') overexpression of Jra or kay in astrocytes shows no apparent changes of RFP and Mmp1 staining signals compared with control flies with or without brain injury (TRE-dsRed/UAS-Jra or *kay*; R86E01-Gal4/+). Scale bar = 100 μm. (**G, H**) Knockdown of AdoR in astrocytes inhibits the expression of Mmp1 after TBI. However, Knockdown of AdoR in astrocytes does not inhibit the expression of dsRed. (**I, J**) Quantification of Mmp1 and dsRed intensity before and after injury in different genotypes. Data are present as means ± SEM; *p*<*0.05, **p*<*0.01, ***p*<*0.001 by Student’s *t*-tests.

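As a linear measure of the change in receptor, AP-1, *Mmp1* and endocytosis genes, the mean TPM of the injured samples was divided by the mean TPM of the uninjured samples. At 4 hr the ratio was 47.4 for *AdoR*, 32.8 for *Mmp1*, 18.8 for *Pvr*, 8.69 for *kay*, 4.54 for *Jra*, 4.28 for *cpa*, 2.82 for *Stam*, 2.67 for *Chmp1*, 2.58 for *Vps24* and 2.52 for *cpb*. At 24 hr it was 10.7 for *AdoR*, 6.60 for *Mmp1*, 4.41 for *Pvr*, 2.62 for *kay*, 2.44 for *cpa*, 2.11 for *Stam*, 1.76 for *cpb*, 1.67 for *Jra*, 1.29 for *Chmp1* and 1.19 for *Vps24*. The median of these ratios was 4.41 at 4 hr and 2.28 at 24 hr, and with median-of-ratios size factors, the alternative that lowered it most, it was 3.48 and 1.59. The ratio of *Pvr* rests on a mean near 0 in the uninjured samples.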

**Table 1.** Upregulated genes related to receptors and endocytosis.

Genes in *Drosophila*	Conserved genes in mouse	Conserved genes in human	4 hr after injury(FC)	24 hr after injury (FC)
Pvr	pdgfr/vegfr	VEGFR	13.83	2.79
AdoR	Adora2a	ADORA2B	37.53	7.73
Mmp1	Mmp14	MMP14	26.35	4.79
Jra	Jun	JUN	3.58	1.18
kay	FOSL2	FOS	6.23	1.77
cpa	Capza2	CAPZA1	3.43	1.72
cpb	Capzb	CAPZB	2.01	1.25
Stam	Stam2	STAM	2.14	1.46
Chmp1	Chmp1b	CHMP1B	2.16	0.92
Vps24	Chmp3	CHMP3	2.11	0.87

FC: fold change.

Even though flies with Draper knockdown in astrocytes exhibited high mortality, analysis of escapers indicated that Mmp1 upregulation upon TBI was not completely inhibited by Draper knockdown (Figure 4E and F). Knockdown of the other receptor AdoR in astrocytes caused a weak inhibition of AP-1 and Mmp1 upregulation (Figure 4—figure supplement 1A–A'', G–H'', I and J); *TRE-dsRed* that expresses the red fluorescent protein dsRed under the control of 4×AP-1 motifs (Chatterjee and Bohmann, 2012) was used as a reporter for AP-1 activity. As Pvr showed the strongest regulation on Mmp1 expression among the three receptors (Figure 4, Figure 4—figure supplement 1), we focused on the potential role of Pvr in astrocytes following TBI in the present study. It is noteworthy to mention that although Draper expression was upregulated upon axotomy (MacDonald et al., 2006) and TBI (Figure 3D), inhibiting Draper expression in astrocytes did not suppress the Mmp1 upregulation after TBI (Figure 4E and F). Taken together, these results suggest that Pvr, but not Draper, and AP-1 are required for upregulated Mmp1 in astrocytes after TBI.

### Pvr positively regulates AP-1 signaling and Mmp1 expression in astrocytes after TBI

We next investigated the genetic pathway by which Pvr functions in astrocytes in response to TBI. We examined the activity of AP-1 using the in vivo reporter TRE-dsRed (Chatterjee and Bohmann, 2012). In uninjured brains, we detected low TRE-dsRed levels, suggesting a basal AP-1 activity (Figure 5A–A''). Similar to Mmp1, TRE-dsRed levels were robustly upregulated at 24 hr after TBI, suggesting activation of JNK/AP-1 signaling (Figure 5B–B''). Importantly, TBI-induced expression of TRE-dsRed and Mmp1 was suppressed or further upregulated when inhibiting or overexpressing Pvr expression in astrocytes, respectively (Figure 5C−F''). Overexpression of Jra or kay alone did not affect expression of TRE-dsRed or Mmp1 (Figure 4—figure supplement 1A–F'', I and J), suggesting that overexpressing a single subunit of the AP-1 complex is not sufficient to upregulate AP-1 activity. While Pvr overexpression caused an increase in TRE-dsRed and Mmp1 expression levels, *Jra* or *kay* RNAi knockdown in the background of Pvr overexpression suppressed the increase (Figure 5G–L), indicating that Jra and kay act downstream of Pvr to mediate the injury response upon TBI. These results together show that Pvr is a receptor acting upstream of AP-1 signaling that promotes Mmp1 expression during the injury response in astrocytes (Figure 5M).

**Figure 5.**
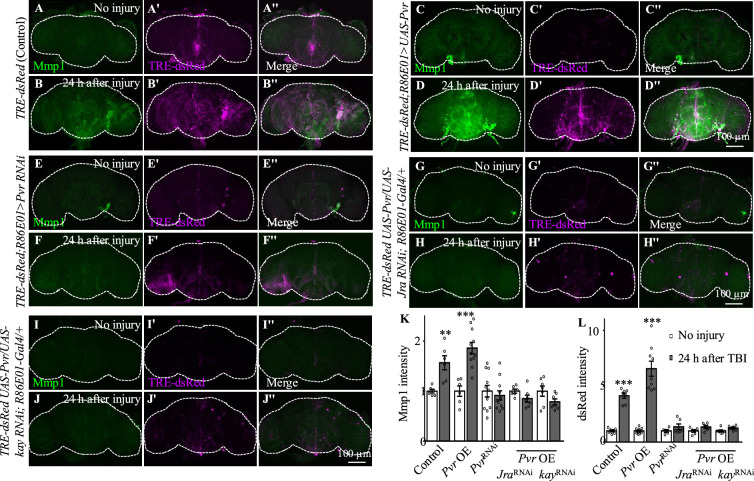
Pvr is required for AP-1 upregulation after traumatic brain injury (TBI). (**A−B''**) Adult brains showing increased *TRE-dsRed* (an AP-1 reporter) expression at 24 hr after TBI. (**C−D''**) Overexpression of Pvr in astrocytes leads to upregulated dsREd expression compared with control flies. Scale bar = 100 μm. (**E−F''**) Knockdown of Pvr in astrocytes causes downregulation of dsRed expression compared with control flies after TBI. (**G−H''**) Overexpression of Pvr and knockdown of Jra at the same time in astrocytes causes downregulation of dsRed and Mmp1 after TBI compared with controls. (**I−J''**) Overexpression of Pvr and knockdown of kay in astrocytes at the same time causes downregulation of dsRed and Mmp1 after TBI compared with controls. (**K, L**) Quantification of Mmp1 (**K**) and dsRed (**L**) intensity. Results are means ± SEM. **p*<*0.01, ***p*<*0.001, Student’s *t*-tests.

### Disruption of endocytosis and endocytic trafficking enhances Pvr, AP-1, and Mmp1 upregulation upon TBI

How was the Pvr signaling induced by TBI regulated? It has been shown that VEGFR2 endocytosis proceeds in a clathrin-dependent manner (Simons et al., 2016). During clathrin-dependent endocytosis, scission needs Cdc42-interacting protein 4 (Cip4) to recruit dynamin and Wiskott–Aldrich syndrome protein (WASp), the activator of the Arp2/3 complex that mediates actin polymerization and promotes the movement of newly formed clathrin-coated vesicles (Brüser and Bogdan, 2017). VEGFRs are transmembrane RTKs that are activated when they locate at the cell membrane (Simons et al., 2016). We first investigated whether endocytosis is involved in Pvr signaling upon TBI. *Shibire* (*shi*) encodes a GTPase called dynamin that is responsible for fission of the vesicle from the membrane (van der Bliek and Meyerowitz, 1991). We analyzed the effect of endocytosis on Pvr signaling by blocking the activity of dynamin with a temperature-sensitive mutant, *shi^ts^*, in astrocytes. Interestingly, both Pvr (Figure 6A, B and E) and TRE-dsRed (Figure 6C, D and F) intensities were increased at 4 hr after TBI when dynamin activity was blocked at the non-permissive 32°C. As a control, expression of nLacZ under the same conditions as mutated dynamin did not exhibit a significant difference in the intensities of Pvr and TRE-dsRed at the permissive 23°C and the non-permissive 32°C after TBI (Figure 6A, B, E and F). These results suggest that Pvr signaling is facilitated when endocytosis is blocked.

**Figure 6.**
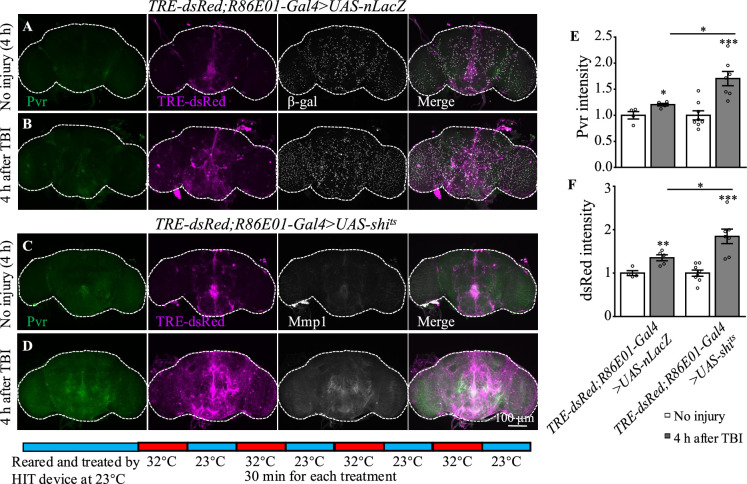
Inhibition of dynamin activity increases the expression levels of Pvr and dsRed after traumatic brain injury (TBI). (**A, B**) Representative Pvr immunostaining (green), dsRed (magenta), and β-gal intensity (gray) in control animals (TRE-dsRed;R86E01-Gal4>*UAS-nLacZ*) at 4 hr after TBI. All images are projections of 25–30 μm immunostaining slices (one image per 1 μm slice). (**C, D**) Representative Pvr immunostaining (green), dsRed (magenta), and Mmp1 intensity (gray) in *shi^ts^*-expressing animals (TRE-dsRed;R86E01-Gal4>*UAS-shi^ts^*) at 4 hr after TBI. For thermogenetic inactivation of dynamin, flies after TBI were incubated at intermittent temperature at 32°C (32°C for 30 min, and then back to 23°C for 30 min, for four rounds, 4 hr in total) until dissection. (**E, F**) Quantification of Pvr and dsRed intensity in different genotypes. Results are means ± SEM (*p*<*0.05).

In addition to Pvr, results from our transcription profiling analysis also revealed upregulation of the expression of actin dynamics and endocytic trafficking genes including *Arpc2*, *cpa*, and *cpb* following TBI (Supplementary files 1 and 2). 

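*Arpc2* (FBgn0032859, dm6 chromosome 2L from 20417057 to 20423027) rose from a TPM of 57.1 ± 17.8 (SD, n = 5) in uninjured astrocytes to 154 ± 23.9 (SD, n = 5) at 4 hr. The log2 fold change was 1.46 (standard error 0.20, limma adjusted p = 6.1e-05). The genes of the capping protein subunits, *cpa* (FBgn0034577, chromosome 2R from 21057787 to 21059883, 5.4% of its exonic sequence shared with *CG15653*) and *cpb* (FBgn0011570, chromosome 2L from 1704902 to 1706962), also rose. Their TPM reached 142 ± 18.6 (SD, n = 5) and 61.9 ± 9.97 (SD, n = 5) at 4 hr from 33.1 ± 10.7 (SD, n = 5) and 24.6 ± 4.65 (SD, n = 5). Their log2 fold changes at 4 hr were 2.12 (standard error 0.23, limma adjusted p = 4.5e-06) and 1.31 (standard error 0.20, limma adjusted p = 2.2e-04). That of *cpb* fell short of a 2-fold change with size factors (0.98), quantile normalization (0.94), the length trend removed (0.92) and the mitochondrial genome removed (0.98). The 24 hr log2 fold changes were 0.74 for *Arpc2* (limma adjusted p = 0.022), 1.30 for *cpa* (limma adjusted p = 0.0027) and 0.79 for *cpb* (limma adjusted p = 0.018). Thus *cpa* alone passed the thresholds at 24 hr. It did not with size factors (0.81), quantile normalization, any of the 3 settings chosen after the data were seen, or without 24 hr replicate 1 or 3. For each of these 3 genes 5 of 5 samples lay above every uninjured one at both times.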

To explore whether endocytic trafficking genes are involved in the injury response in astrocytes, we analyzed Mmp1 and TRE-dsRed expression when inhibiting the expression of Arpc2, cpa, or cpb. Interestingly, TBI-induced Mmp1 levels were further increased after knockdown of each of the three (Figure 7A–D and O); consistently, TRE-dsRed expression was also increased after knockdown of *cpa* or *cpb* (Figure 7H–K and P). These results indicate that genes involved in endocytosis and endocytic trafficking normally inhibit induction of AP-1 and Mmp1 by TBI in astrocytes.

**Figure 7.**
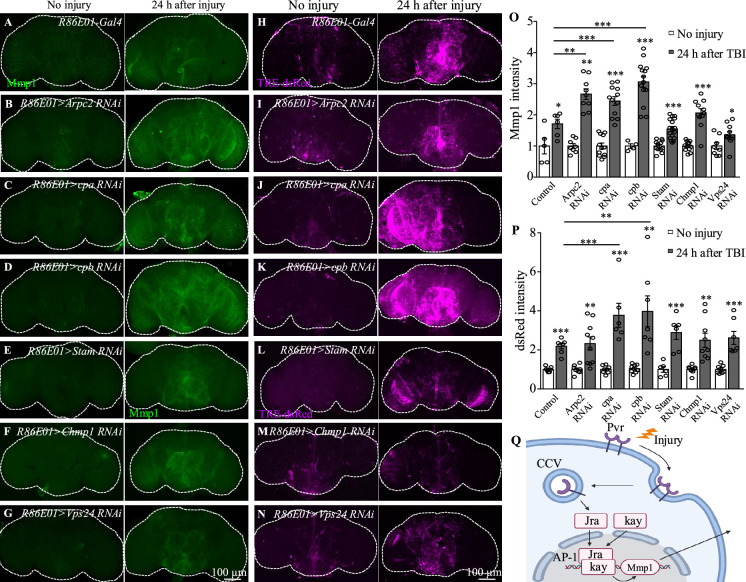
Knockdown of endocytic trafficking-related genes up-regulates expression of AP-1 and Mmp1 upon traumatic brain injury (TBI). (**A, H**) Representative Mmp1 immunostaining (magenta) and dsRed intensity (magenta) in control animals (*R86E01-Gal4*) at 24 hr after TBI. (B–D, I–K) Knockdown of *Arpc2*, *cpa*, and *cpb* in astrocytes results in further upregulation of Mmp1 and dsRed upon TBI. All images are projections of 25–30 μm immunostaining slices (one image per 1 μm slice). (**E–G, L–N**) Knockdown of *Stam*, *Chmp1,* or *Vps24*, components of endosomal sorting complex required for transport (ESCRT), in astrocytes had no influence on Mmp1 and dsRed upregulation compared with control after TBI (**A, H**). All images are projections of 25–30 μm immunostaining slices (one image per 1 μm slice). (**O, P**) Quantification of Mmp1 and dsRed intensity in different genotypes. Results are means ± SEM (*p*<*0.05, **p*<*0.01, ***p*<*0.001, Student’s *t*-tests). (**Q**) Schematic diagram of Pvr–AP-1–MMP1 signaling activated by TBI in astrocytes. AP-1 transcription factor complex is composed of Jra and kay.

In addition, we also observed upregulated expression of a set of endosomal sorting genes, including *Stam*, *Chmp1*, and *Vps24,* that encode components of the endosomal sorting complex required for transport (ESCRT) in astrocytes in response to TBI (Supplementary files 1 and 2). These genes are implicated in the formation of intraluminal vesicles (ILVs) from multivesicular bodies (MVBs). 

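The ESCRT-0 gene *Stam* (FBgn0027363, dm6 chromosome 2L from 10858536 to 10862006) rose from a TPM of 60.9 ± 16.2 (SD, n = 5) in uninjured astrocytes to 172 ± 76.3 (SD, n = 5) at 4 hr and 129 ± 41.9 (SD, n = 5) at 24 hr. Its log2 fold change at 4 hr was 1.39 (standard error 0.31, limma adjusted p = 0.0059), which passed the thresholds in 9 of the 15 fits that left out 1 replicate. It failed after quantile normalization, without a filter, with only the 2 groups compared and without a variance trend, and, of settings chosen after the data were seen, with the length trend removed (0.89) and the mitochondrial share as a covariate (0.65). The value at 24 hr was 1.04 (standard error 0.31, limma adjusted p = 0.032), and it passed only with replicate numbers as a block. The ESCRT-III gene *Vps24* (FBgn0037231, chromosome 3R from 4307435 to 4310947) rose from 169 ± 67.2 (SD, n = 5) to 434 ± 45.0 (SD, n = 5) TPM at 4 hr. On the log2 scale it rose by 1.44 (standard error 0.22, limma adjusted p = 2.3e-04), and by 0.91 with the length trend removed, short of a 2-fold change. Its exonic sequence is shared to 68.1% with *MP1* and *asRNA:CR46140*, so reads of these genes cannot all be assigned to it. Later, at 24 hr, the log2 fold change was 0.33 for *Vps24* (limma adjusted p = 0.28) and 0.38 for *Chmp1* (limma adjusted p = 0.11), both below the median of all genes, and −0.17 and −0.12 with size factors. For *Stam* 5 of 5 samples lay above every uninjured one at both times. For *Vps24* and *Chmp1* it was 5 of 5 at 4 hr, and 0 and 2 of 5 at 24 hr.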

Inhibiting expression of the ESCRT-0 subunit Stam and the ESCRT-III subunits Chmp1 or Vps24 in astrocytes however did not result in a significant difference in Mmp1 or TRE-dsRed expression levels compared with controls following TBI (Figure 7E–G, L–N, O and P), suggesting that endosome sorting in MVB may not affect Pvr signaling activity.

## Discussion

Using a previously established a *Drosophila* TBI model, we found that TBI causes neuronal apoptosis, BBB/BEB disruption, and astrocyte swelling. Astrocytes respond to TBI by elevated Pvr expression, which in turn enhances the expression of the downstream effectors AP-1 and Mmp1. Our findings identify a new signaling pathway upregulated in astrocytes following TBI.

Unlike vertebrates, in which astrocytes become reactive (reactive astrogliosis) and actively clear neuronal and synaptic debris via phagocytosis upon axon injury (Liddelow and Barres, 2017), axon transection in *Drosophila* shows no immediate astrocytic response to injury (Doherty et al., 2009; Purice et al., 2017). Instead, *Drosophila* ENG express key components of the phagocytic machinery and engulf neuronal debris in response to axotomy (Doherty et al., 2009). Here, we examined the molecular and cellular changes of astrocytes after TBI. Upon TBI, astrocytes exhibited apparent damage response including enlarged soma and altered cellular processes containing more membrane-bound GFP^+^ accumulations (Figure 2A−J). These findings suggest that astrocytes are activated upon TBI, demonstrating a critical role for astrocytes in the injury response.

The innate immune response in *Drosophila* relies on the activation of multiple signaling pathways including NF-κB/Relish-mediated Imd and Doral/Dif-mediated Toll signaling pathways. 

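*Rel*, which encodes Relish, and *Dif* were lower at 24 hr after injury than at 4 hr. The TPM of *Rel* at 24 hr was 21.3 ± 2.80 (SD, n = 5), and its log2 fold change against uninjured astrocytes of 1.24 (standard error 0.27) had a limma adjusted p of 0.0102. Left-out replicates moved this adjusted p across the threshold, with *Rel* upregulated at 24 hr in 3 of 15 such fits. So did sample weights, replicate numbers as a block and a filter at a TPM of 5. *Dif* had a TPM of 32.3 ± 9.91 (SD, n = 5) at 24 hr and a log2 fold change of 0.52 (standard error 0.30, limma adjusted p = 0.20), which was −0.11 with the length trend removed and −0.17 with the mitochondrial share as a covariate, settings chosen after the data were seen. From 4 hr to 24 hr, *Rel* changed by −2.05 (standard error 0.27, limma adjusted p = 1.7e-04) and *Dif* by −1.84 (standard error 0.30, limma adjusted p = 0.0010) on the log2 scale. For both genes all 5 samples at 24 hr lay below every 4 hr sample. Against uninjured astrocytes, 5 of 5 samples at 24 hr lay above every uninjured one for *Rel* and 3 of 5 for *Dif*.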

Interestingly, our RNA-seq data revealed elevated expression of genes *Relish* and *Dif* in both pathways upon TBI (Figure 3D). However, the expressions of *AMPs* were minimum in astrocytes before TBI and no AMPs genes were identified in differentially expressed genes. Thus, AMPs genes were not activated in astrocytes, though upregulated *AMP* expressions were detected by bulk RNA-seq after TBI. In addition, expression of AP-1 (composed of Jra and kay) and Mmp1 was also upregulated, indicating that the AP-1 signaling pathway is activated in astrocytes following TBI. 

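The deposited table lists 17 genes of antimicrobial peptides (AMPs), and none of them reached a TPM of 1 in 5 samples, so none entered the test. Listed at 0 in all 15 samples were *AttA*, *CecA1*, *CecA2*, *DptA*, *Dro*, *Drs*, *Drsl2*, *Drsl3* and *Drsl5*. In uninjured astrocytes *CecB* (FBgn0000278, dm6 chromosome 3R from 30213315 to 30213797) reached a TPM of 4.60 and *Def* (FBgn0010385, chromosome 2R from 10054178 to 10054576) a TPM of 4.52 in single samples. *DptB* (FBgn0034407, chromosome 2R from 18867391 to 18867895, 10.7% of its exonic sequence shared with *CG43109*) reached 6.67. The summed TPM of all AMP genes was 3.79 ± 4.07 (SD, n = 5) in uninjured astrocytes. The sum was 1.16 ± 1.40 (SD, n = 5) at 4 hr and 8.18 ± 13.0 (SD, n = 5) at 24 hr, where *Mtk* (FBgn0014865, chromosome 2R from 15408846 to 15409113) in replicate 5 had a TPM of 30.25 and was listed at 0 in every other sample. Because the read depth is unknown, a TPM of 0 means that the gene was not detected at the depth of that sample.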

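*Jra* had a TPM of 165 ± 22.8 (SD, n = 5) at 24 hr, *kay* one of 185 ± 85.0 (SD, n = 5) and *Mmp1* one of 64.2 ± 13.99 (SD, n = 5). The log2 fold change of *Mmp1* against uninjured astrocytes was 2.79 (standard error 0.33, limma adjusted p = 2.1e-04). *Jra* was higher by 0.73 (standard error 0.16, limma adjusted p = 0.0089), less than 2-fold, and *kay* by 1.32 (standard error 0.40, limma adjusted p = 0.032), so that of these 3 genes *Mmp1* alone passed both thresholds at 24 hr. With replicate numbers as a block *kay* passed too. With size factors the 24 hr values were 0.23 for *Jra* and 0.82 for *kay*. They were 0.28 and 0.81 with the length trend removed and 0.53 and 0.09 with the mitochondrial share as a covariate, settings chosen after the data were seen. In 5 of 5 samples for *Mmp1* and *Jra* and in 4 of 5 for *kay*, TPM at 24 hr was above every uninjured sample. Between 4 hr and 24 hr *Mmp1* changed by −2.26 (standard error 0.33, limma adjusted p = 4.3e-04), *Jra* by −1.44 (standard error 0.16, limma adjusted p = 2.1e-05) and *kay* by −1.63 (standard error 0.40, limma adjusted p = 0.023), with 5, 5 and 3 of 5 samples at 24 hr below every 4 hr sample. From the higher expression of *Jra*, *kay* and *Mmp1* after TBI, the paper concludes that signaling through AP-1 is switched on in injured astrocytes. Its other evidence is from imaging, where a reporter of AP-1 activity rose at 24 hr after TBI and knockdown of *Jra* or *kay* suppressed the rise of Mmp1.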

Even though upregulated Mmp expression in reactive glial responses is an evolutionarily conserved feature of *Drosophila* and mammalian glia (Cunningham et al., 2005; Purice et al., 2017), transmembrane receptors on astrocytes that regulate Mmp1 expression have not been identified. In mammals, knockdown of VEGF signaling in keratinocytes reduced angiogenesis and delayed wound healing (Rossiter et al., 2004). In *Drosophila,* studies of wound healing showed that Pvr likely acts upstream of actin regulatory proteins that promote actin polymerization to lead cells migration (Brock et al., 2012; Wu et al., 2009).

Through a combination of RNA-seq and genetic analyses, we identified Pvr as a new receptor in astrocytes; Pvr promotes Mmp1 expression via the transcription factor complex AP-1. At present, we do not know how Pvr promotes expression of AP-1 and Mmp1. But previous findings show that Pvr phosphorylates JNK to trigger the downstream signaling containing AP-1 during thorax closure in metamorphosis (Ishimaru et al., 2004). During development, the midline glia survival and migration are regulated by the ventral unpaired median and the midline precursor 1 (MP1) midline neurons, the sources of Pvr ligands, that is, PDGF- and VEGF-related factor 1–3 (Pvf1-3) (Learte et al., 2008). Additionally, epidermal cell-derived Pvf1 may be sequestered in the blood and exposed upon injury to bind Pvr receptors on wound-edge epidermal cells and initiate the extension of cell processes into the wound gap (Wu et al., 2009). Specifically, Pvr ligands bind to Pvr receptor to induce autophosphorylation of tyrosine residues, leading to JNK phosphorylation. Phosphorylated JNK (Bsk) then phosphorylates Jun/Jra transcription factors, triggering Jun/Jra association with Fos/kay, to form the AP-1 complex (Bogoyevitch and Kobe, 2006). In addition, glial AP-1 is essential for recovery, ensuring brain integrity and animal survival in the early post-TBI period (Byrns et al., 2021). Given that Pvr and AP-1 genetically interact in astrocytes upon TBI, it is likely that Pvr acts upstream of AP-1 and regulates its activity via JNK phosphorylation following brain injury. We speculate that Pvr ligands that may secret from injured cells to activate Pvr-positive astrocytes after TBI; activated Pvr then increases Mmp1 expression via AP-1 and secretion to the intercellular space to participate in injury response.

In addition to Pvr, our RNA-seq data also identified other receptors potentially functioning in astrocytes in response to TBI. Specifically, AdoR expression was upregulated after TBI (Supplementary file 2), and knockdown of AdoR expression in astrocytes led to inhibition of AP-1 after TBI (Figure 4—figure supplement 1G–J), though at a weaker extent compared with Pvr knockdown. 

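In the RNA-seq data, *AdoR* had a TPM of 65.7 ± 33.3 (SD, n = 5) at 24 hr, a log2 fold change of 3.43 (standard error 0.51, limma adjusted p = 8.2e-04) against uninjured astrocytes, with 5 of 5 samples above every uninjured one. With the mitochondrial share as a covariate, a setting chosen after the data were seen, it was 1.96 and missed the thresholds. The log2 change from 4 hr to 24 hr was −2.06 (standard error 0.51, limma adjusted p = 0.026). *asRNA:CR46082* (FBgn0267751), which overlaps *AdoR* on the opposite strand, rose from 0.434 ± 0.818 (SD, n = 5) to 35.2 ± 8.92 (SD, n = 5) TPM at 4 hr and was at 5.28 ± 4.49 (SD, n = 5) at 24 hr.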

In mammals, A_2B_R, a subtype of AdoR, was shown to stimulate VEGF production in various cell types (Borea et al., 2016). Pvr promotes the expression of adenosine deaminase-related growth factor A (Adgf-A), which inactivates extracellular adenosine, the ligand of AdoR (Zurovec et al., 2002). Furthermore, Pvr and AdoR collaborate in differentiating cells to maintain the expression of Adgf-A (Mondal et al., 2011). Thus, it is possible that Pvr and AdoR act independently or in a coordinated manner to regulate the injury response to TBI in astrocytes in *Drosophila*.

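For *drpr*, which encodes Draper, the increase at 24 hr was smaller than at 4 hr. Its TPM at 24 hr was 116 ± 37.5 (SD, n = 5), with 4 of 5 samples above every uninjured one (exact permutation p = 0.0159). The log2 fold change of 0.87 (standard error 0.23, limma adjusted p = 0.021) did not pass the thresholds, and it was 0.38 with size factors. The log2 change from 4 hr to 24 hr was −0.88 (standard error 0.23, limma adjusted p = 0.034).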

Our RNA-seq profiling also revealed upregulation of Draper. Previous studies revealed a role for Draper-mediated phagocytosis of axonal debris in ENG after axotomy (Lu et al., 2017; MacDonald et al., 2006); axotomy induces Wallerian-like degeneration (Büki and Povlishock, 2006; Tang-Schomer et al., 2010). Specifically, damage-associated molecular pattern proteins released from injured neurons bind to Draper and activate the JNK and JAK/STAT pathways in ENG (Doherty et al., 2014; Freeman, 2015; Macdonald et al., 2013). Here, our findings showed that Draper does not affect Mmp1 expression in astrocytes upon TBI. Although an increase in Draper expression was detected in astrocytes by RNA-seq, knockdown of its expression did not significantly suppress Mmp1 upregulation after TBI. Thus, Draper activates JNK/AP-1 and JAK/STAT signaling in ENG in response to axotomy (Doherty et al., 2014; Macdonald et al., 2013), whereas astrocytes respond to TBI via Pvr-mediated AP-1 signaling. Despite different pathways being activated in different types of glia upon brain injury, they may cooperate in response to TBI.

Endocytosis and trafficking of VEGFR, the mammalian Pvr homolog, regulate the specificity as well as the duration and strength of the signaling output (Simons et al., 2016). Once activated on the plasma membrane and translocated into the cytoplasm, VEGFRs are either shuttled to lysosomes for degradation or recycled back to the plasma membrane to replenish the receptor pool (Simons et al., 2016). Our findings showed that disruption of endocytosis by disrupting dynamin activity and inhibiting the expression of Arpc2, cpa, or cpb that regulate endocytic transport into early endosomes enhanced the AP-1 and Mmp1 upregulation in astrocyte following TBI (Figure 7A–D, H–K, O and P). As receptor endocytosis attenuates the strength or duration of many signaling processes by physically reducing the concentration of cell surface receptors accessible to the ligand (Jékely et al., 2005), blocking dynamin-mediated endocytosis and endocytic trafficking potentially results in accumulated Pvr receptors on the plasma membrane to activate the downstream effector AP-1, thereby enhancing the astrocytes response to TBI. On the other hand, ubiquitinated RTKs are recognized by ESCRT-0, followed by sequential recruitment of ESCRT-I, ESCRT-II, and ESCRT-III onto the membranes of MVBs to form ILVs (Goh and Sorkin, 2013). Knockdown of the ESCRT-0 subunit Stam and the ESCRT-III subunits Chmp1 and Vps24 did not affect the expression of Pvr downstream signaling components (Figure 7E–G, L–N, O and P), suggesting that Pvr signal transduction was not regulated by endosomal sorting.

Considering the importance of VEGF signaling in a variety of cellular processes, including wound repair (Folkman and Klagsbrun, 1987), elucidating the downstream signaling mechanisms, as well as defining the full array of Pvr targets in healthy and diseased brains, will be critical for dissecting the protective or detrimental roles of VEGF in the context of brain injury. Given that the Pvr receptor, AP-1, and the MMP family of secreted proteases are all highly conserved across species, our work provides new insights into how VEGF signaling in glia mechanistically contributes to the TBI response in mammals.

## Materials and methods

### *Drosophila* stocks and husbandry

Flies were maintained on standard cornmeal medium at 25°C otherwise indicated. The following *Drosophila* strains were used: *w^1118^*, *UAS-mCD8::GFP*, *R86E01-Gal4* (#45914; Bloomington), *R54F03-Gal4* (#39157; Bloomington), *UAS-Redstinger* (#8547; Bloomington), *UAS-Jra* (#7216; Bloomington), *UAS-kay* (#7213; Bloomington), *UAS-Pvr* (#58429; Bloomington), *UAS-nLacZ* (#3955, Bloomington), *PCNA-GFP* (#25749; Bloomington) (Thacker et al., 2003), and *TRE-dsRed* (Chatterjee and Bohmann, 2012). *UAS-draper-RNAi*, *UAS-Pvr-RNAi*, *UAS-Jra-RNAi*, *UAS-kay-RNAi*, *UAS-Arpc2-RNAi*, *UAS-cpa-RNAi*, *UAS-cpb-RNAi*, *UAS-Stam-RNAi*, *UAS-Vps24-RNAi*, and *UAS-Chmp1-RNAi* flies were obtained from Tsinghua Fly Center (https://thfc.zzbd.org/en). *yw UAS-CD8::GFP hs-FLP; tubP-Gal80 FRT-40A/CyO; alrm-Gal4 UAS-CD8::GFP UAS-Dcr2/TM6 Tb Hu* (alrm-Gal4 is a specific driver in astrocytes [Doherty et al., 2009], a gift from Oren Schuldiner) and *FRT-40A* (a gift from Liqun Luo) were used for MARCM analysis of astrocytes. *UAS-shibire^ts1^* (Pfeiffer et al., 2012) was provided by Y. Zhong at Tsinghua University.

### TBI assay

Construction and use of the HIT device were described previously (Anonymous, 2013). Deflection of the spring to 90° was the standard angle for strike. Mortality index at 24 hr (MI_24)_ was determined by analyzing at least 120 flies (20 flies for each test).

### Dye penetration assay

Dye penetration experiments were performed as previously described (Bainton et al., 2005). 10 kD Texas red-conjugated dextran (Molecular Probes) at 2.5 mM was injected into the soft tissue between two abdominal segments of the exoskeleton of flies with and without TBI. Flies were allowed to recover in fresh food tubes and photographed 2 hr later on a Zeiss microscope to detect the integrity of BEB. To detect the integrity of BBB, fly brains were dissected at 2 hr after injection and examined under an Olympus FluoView FV1000 microscope.

### MARCM analysis

MARCM analysis in astrocytes was carried out largely following previous publications (Jia et al., 2019; Lee and Luo, 1999). Specifically, newly laid eggs were collected for a 4–5 hr interval and cultured at 18°C. Clones were induced by heat shock at 24 hr after larval hatching in a 37°C water bath for 15 min and flies were raised at 25°C after heat shock until immunohistochemistry analysis of adult brain.

### Immunohistochemistry analysis and confocal microscopy

Brain tissues were dissected out from adult after specific treatments. Fixation and staining of adult brains were performed as previously described (Jia et al., 2019). Brains were mounted on slides in Vectashield mounting media (Vector Labs). Primary antibodies were used at the following dilutions: chicken anti-GFP (ab13970, Abcam) at 1:1000, mouse anti-Repo (8D12, DSHB) at 1:100, mouse anti-Elav (9F8A9, DSHB) at 1:100, mouse anti-Mmp1 (3A6B4, 3B8D12, and 5H7B11, DSHB) each at 1:20 for all three antibodies, rabbit anti-Pvr (McDonald et al., 2003) at 1:1000, rabbit anti-Dcp-1 (Asp216, Cell Signaling Technology [CST]) at 1:100, rabbit anti-pH3 (06–570, Millipore) at 1:1000, and mouse anti-β-gal (40-1a, DSHB) at 1:100. All secondary antibodies (Alexa Fluor 488, 568, or 633 labeled; Molecular Probes) were used at a dilution of 1:1000. The nuclei dye To-Pro-3 Iodide (T3605, Thermo Fisher) was also used at a dilution of 1:1000. The cell-permeant MitoTracker (M22426, Thermo Fisher) was used at a concentration of 100 nM. For soma diameter analysis, we measured the average of long and short axes of astrocytes. All images were collected using an Olympus FV1000 laser scanning confocal microscope and processed with ImageJ. Serial images of 25–30 μm (one image per 1 μm slice) were projected for presentation and statistical analysis.

### Astrocyte preparation for RNA-seq analysis

Flies were collected at 3 days after eclosion and treated with TBI. Brains from adult flies (*R86E01-Gal4*/*UAS-Redstinger*) with no injury, 4 hr after injury, and 24 hr after injury were dissected out in freshly prepared adult hemolymph saline (AHS) buffer, as previously described (Yang et al., 2016). Briefly, a total of ∼50 brains for each group was immediately transferred to an Eppendorf tube (1.5 mL) containing 200 µL AHS with Pronase (1 mg/mL; P5147, Sigma-Aldrich) and Dispase (1 mg/mL; LS02104, Worthington Biochemical Corporation). After tissue digestion for 30 min at 25°C, the enzyme medium was removed, followed by two brief, gentle washes with fresh AHS containing 2% PBS. Brain samples were then triturated by gently pipetting in 1 mL AHS through four fire-polished Pasteur pipettes with descending pore sizes (400 μm, 300 μm, 200 μm, and 100 μm) for a total of ∼20 min. Next, the dissociated cells were centrifuged for 10 min at 100 × *g* and the AHS was replaced with the same buffer to minimize any RNA content released from damaged cells during the trituration process. Finally, dissociated tissues were filtered through 45 μm filter and then put on ice. FACS sorting was performed according to the following gating procedure with 70 μm nozzle by BD FACS Aria: (1) an initial SSC-A/FSC-A gate to minimize debris; (2) an SSC-A/pe-Texa Ted-A gate to choose only red fluorescence positive cells. At this step, 1600 cells were sorted directly into ice-cold cell lysis buffer (oligo-dT_30_VN primer, ribonuclease inhibitor, dNTP mix) and stored at –80°C until all samples were ready for RNA extraction and cDNA amplification.

### cDNA library preparation

A total of five biological replicates were collected for each condition (no injury, 4 hr after injury, and 24 hr after injury). Cell samples were sent to the Anoroad Company for RNA extraction. An Oligo-dT primer was introduced to the reverse transcription reaction for first-strand cDNA synthesis, followed by PCR amplification to enrich the cDNA and magbeads purification step was used to purify the products. Briefly, Smart-Seq2 method was used to amplify cDNA. Concentration and integrity of cDNA were assessed using Qubit 3.0 Flurometer (Life Technologies) and Agilent 2100 Bioanalyzer (Agilent Technologies) to ensure the cDNA length was around 1–2 kbp. After quality control, 40 ng cDNA was used to be fragmented at 350 bp by Bioruptor Sonication System (Diagenode Inc). To construct Illumina library, end repair, 3’ ends A-tailing, adaptor ligation, PCR amplification, and library validation were performed. PerkinElmer LabChip GX Touch and Step OnePlus Real-Time PCR System were used for library quality inspection. Qualified libraries were loaded on Illumina Hiseq platform for PE150 sequencing.

### RNA-seq and data analysis

A total of 539 million reads (average 35.9 million reads per sample) was obtained. The fastq data were first processed with Trimmomatic (Bolger et al., 2014) to remove Illumina adaptor. The remaining data was aligned against the UCSC *D. melanogaster* genome (dm6) using Hisat2 (Anonymous, 2013; Kim et al., 2019; Pertea et al., 2016) with the annotation file of the same version. On average, 92% of the initial reads were mapped to dm6. HTSeq was used to calculate the raw read counts of genes for each sample. DESeq2 (Love et al., 2014) was used to normalize the data. Transcripts were considered as significantly differentially expressed if their adjusted p-values were less than 0.01 (p<0.01) by the Benjamini–Hochberg method. Following normalization of the data, DESeq2 was used to perform pairwise comparisons between the control and experimental groups using parametric tests. Genes with absolute value of logarithmic fold change (log_2_FC) > 1.0 were qualified for the final set of DEGs. Volcano plots and heatmap were constructed for visualization of the resulting expression intensity data following the identification of DEGs and RNA-seq data normalization by the adjusted pvalue calculations.

### Quantitative reverse transcription-PCR analysis

RT-qPCR was performed largely based on previous protocols (Zhao et al., 2020). Flies were treated with the same conditions as the RNA-seq experiment.RNA for AMPs analysis was extracted from whole fly brains by TriZol. RNA for confirming RNA-seq findings was isolated from more than 10,000 astrocytes sorted by FACS using the PicoPure RNA isolation kit (KIT0204, Life Technologies). cDNA was generated with SuperScript III First-Strand Synthesis SuperMix (11752250, Invitrogen). For each gene, at least three pairs of qPCR primers were screened by standard curve analysis, and the best primer pairs were chosen based on their efficiency and specificity. Real-time qPCR was carried out by KAPA Library Quantification Kit (KR0389, KAPA Biosystems). Primer sequences are provided in Supplementary file 1.

### Thermogenetic inhibition of endocytosis

For inhibition of endocytosis in astrocytes using *UAS-Shi^ts^*, crosses were reared and treated by HIT device at 23°C to avoid unintended inactivation. For thermogenetic inactivation, flies after TBI underwent intermittent temperature treatment at 32°C (32°C for 30 min, and then back to 23°C for 30 min, for four rounds, 4 hr in total) until dissection.

### Statistical analysis

All statistical comparisons were performed using GraphPad Prism software, with significance indicated by ∗∗∗p≤0.001, ∗∗p≤0.01, ∗p≤0.05, and ns, p>0.05. One-way ANOVA was used to compare multiple group means. Student’s *t*-tests were used for statistical comparisons between the two groups.

## Data Availability

Data has been deposited to GEO under accession GSE263447. The following dataset was generated: LiT ShiW ZhangYQ 2024A Pvr-AP-1-Mmp1 signaling pathway is activated in astrocytes upon traumatic brain injuryNCBI Gene Expression OmnibusGSE26344710.7554/eLife.87258PMC1152742839480704

## References

[bib1] Anonymous (2013). A *Drosophila* model of closed head traumatic brain injury. PNAS.

[bib2] Apte RS, Chen DS, Ferrara N (2019). VEGF in signaling and disease: beyond discovery and development. Cell.

[bib3] Awasaki T, Tatsumi R, Takahashi K, Arai K, Nakanishi Y, Ueda R, Ito K (2006). Essential role of the apoptotic cell engulfment genes draper and ced-6 in programmed axon pruning during *Drosophila* metamorphosis. Neuron.

[bib4] Ayaz D, Leyssen M, Koch M, Yan J, Srahna M, Sheeba V, Fogle KJ, Holmes TC, Hassan BA (2008). Axonal injury and regeneration in the adult brain of *Drosophila*. The Journal of Neuroscience.

[bib5] Bainton RJ, Tsai LTY, Schwabe T, DeSalvo M, Gaul U, Heberlein U (2005). moody encodes two GPCRs that regulate cocaine behaviors and blood-brain barrier permeability in *Drosophila*. Cell.

[bib6] Barekat A, Gonzalez A, Mauntz RE, Kotzebue RW, Molina B, El-Mecharrafie N, Conner CJ, Garza S, Melkani GC, Joiner WJ, Lipinski MM, Finley KD, Ratliff EP (2016). Using *Drosophila* as an integrated model to study mild repetitive traumatic brain injury. Scientific Reports.

[bib7] Bier E (2005). *Drosophila*, the golden bug, emerges as a tool for human genetics. Nature Reviews. Genetics.

[bib8] Bogoyevitch MA, Kobe B (2006). Uses for JNK: the many and varied substrates of the c-Jun N-terminal kinases. Microbiology and Molecular Biology Reviews.

[bib9] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[bib10] Borea PA, Gessi S, Merighi S, Varani K (2016). Adenosine as a multi-signalling guardian angel in human diseases: when, where and how does it exert its protective effects?. Trends in Pharmacological Sciences.

[bib11] Brock AR, Wang Y, Berger S, Renkawitz-Pohl R, Han VC, Wu Y, Galko MJ (2012). Transcriptional regulation of Profilin during wound closure in *Drosophila* larvae. Journal of Cell Science.

[bib12] Brüser L, Bogdan S (2017). Adherens junctions on the move-membrane trafficking of E-cadherin. Cold Spring Harbor Perspectives in Biology.

[bib13] Büki A, Povlishock JT (2006). All roads lead to disconnection?--Traumatic axonal injury revisited. Acta Neurochirurgica.

[bib14] Burda JE, Sofroniew MV (2014). Reactive gliosis and the multicellular response to CNS damage and disease. Neuron.

[bib15] Byrns CN, Saikumar J, Bonini NM (2021). Glial AP1 is activated with aging and accelerated by traumatic brain injury. Nature Aging.

[bib16] Chatterjee N, Bohmann D (2012). A versatile ΦC31 based reporter system for measuring AP-1 and Nrf2 signaling in *Drosophila* and in tissue culture. PLOS ONE.

[bib17] Cho NK, Keyes L, Johnson E, Heller J, Ryner L, Karim F, Krasnow MA (2002). Developmental control of blood cell migration by the *Drosophila* VEGF pathway. Cell.

[bib18] Chodobski A, Zink BJ, Szmydynger-Chodobska J (2011). Blood-brain barrier pathophysiology in traumatic brain injury. Translational Stroke Research.

[bib19] Cunningham LA, Wetzel M, Rosenberg GA (2005). Multiple roles for MMPs and TIMPs in cerebral ischemia. Glia.

[bib20] Daneshvar DH, Goldstein LE, Kiernan PT, Stein TD, McKee AC (2015). Post-traumatic neurodegeneration and chronic traumatic encephalopathy. Molecular and Cellular Neurosciences.

[bib21] Davalos D, Grutzendler J, Yang G, Kim JV, Zuo Y, Jung S, Littman DR, Dustin ML, Gan WB (2005). ATP mediates rapid microglial response to local brain injury in vivo. Nature Neuroscience.

[bib22] Doherty J, Logan MA, Taşdemir OE, Freeman MR (2009). Ensheathing glia function as phagocytes in the adult *Drosophila* brain. The Journal of Neuroscience.

[bib23] Doherty J, Sheehan AE, Bradshaw R, Fox AN, Lu TY, Freeman MR (2014). PI3K signaling and Stat92E converge to modulate glial responsiveness to axonal injury. PLOS Biology.

[bib24] Egeblad M, Werb Z (2002). New functions for the matrix metalloproteinases in cancer progression. Nature Reviews. Cancer.

[bib25] Folkman J, Klagsbrun M (1987). Angiogenic factors. Science.

[bib26] Freeman MR (2015). *Drosophila* central nervous system glia. Cold Spring Harbor Perspectives in Biology.

[bib27] Goh LK, Sorkin A (2013). Endocytosis of receptor tyrosine kinases. Cold Spring Harbor Perspectives in Biology.

[bib28] Hoch RV, Soriano P (2003). Roles of PDGF in animal development. Development.

[bib29] Hoopfer ED, McLaughlin T, Watts RJ, Schuldiner O, O’Leary DDM, Luo L (2006). Wlds protection distinguishes axon degeneration following injury from naturally occurring developmental pruning. Neuron.

[bib30] Hu Y, Flockhart I, Vinayagam A, Bergwitz C, Berger B, Perrimon N, Mohr SE (2011). An integrative approach to ortholog prediction for disease-focused and other functional studies. BMC Bioinformatics.

[bib31] Ishimaru S, Ueda R, Hinohara Y, Ohtani M, Hanafusa H (2004). PVR plays a critical role via JNK activation in thorax closure during *Drosophila metamorphosis*. The EMBO Journal.

[bib32] Jékely G, Sung HH, Luque CM, Rørth P (2005). Regulators of endocytosis maintain localized receptor tyrosine kinase signaling in guided migration. Developmental Cell.

[bib33] Jia M, Meng D, Chen M, Li T, Zhang YQ, Yao A (2019). *Drosophila* homolog of the intellectual disability-related long-chain acyl-CoA synthetase 4 is required for neuroblast proliferation. Journal of Genetics and Genomics = Yi Chuan Xue Bao.

[bib34] Joy MT, Ben Assayag E, Shabashov-Stone D, Liraz-Zaltsman S, Mazzitelli J, Arenas M, Abduljawad N, Kliper E, Korczyn AD, Thareja NS, Kesner EL, Zhou M, Huang S, Silva TK, Katz N, Bornstein NM, Silva AJ, Shohami E, Carmichael ST (2019). CCR5 is a therapeutic target for recovery after stroke and traumatic brain injury. Cell.

[bib35] Katzenberger RJ, Chtarbanova S, Rimkus SA, Fischer JA, Kaur G, Seppala JM, Swanson LC, Zajac JE, Ganetzky B, Wassarman DA (2015). Death following traumatic brain injury in *Drosophila* is associated with intestinal barrier dysfunction. eLife.

[bib36] Katzenberger RJ, Ganetzky B, Wassarman DA (2016). Age and diet affect genetically separable secondary injuries that cause acute mortality following traumatic brain injury in *Drosophila*. G3: Genes, Genomes, Genetics.

[bib37] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nature Biotechnology.

[bib38] Kremer MC, Jung C, Batelli S, Rubin GM, Gaul U (2017). The glia of the adult *Drosophila* nervous system. Glia.

[bib39] Learte AR, Forero MG, Hidalgo A (2008). Gliatrophic and gliatropic roles of PVF/PVR signaling during axon guidance. Glia.

[bib40] Lee T, Luo L (1999). Mosaic analysis with a repressible cell marker for studies of gene function in neuronal morphogenesis. Neuron.

[bib41] Liddelow SA, Barres BA (2017). Reactive astrocytes: production. Function, and Therapeutic Potential. Immunity.

[bib42] Liddelow SA, Guttenplan KA, Clarke LE, Bennett FC, Bohlen CJ, Schirmer L, Bennett ML, Münch AE, Chung WS, Peterson TC, Wilton DK, Frouin A, Napier BA, Panicker N, Kumar M, Buckwalter MS, Rowitch DH, Dawson VL, Dawson TM, Stevens B, Barres BA (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature.

[bib43] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib44] Lu TY, Doherty J, Freeman MR (2014). DRK/DOS/SOS converge with Crk/Mbc/dCed-12 to activate Rac1 during glial engulfment of axonal debris. PNAS.

[bib45] Lu TY, MacDonald JM, Neukomm LJ, Sheehan AE, Bradshaw R, Logan MA, Freeman MR (2017). Axon degeneration induces glial responses through Draper-TRAF4-JNK signalling. Nature Communications.

[bib46] Ma VY, Chan L, Carruthers KJ (2014). Incidence, prevalence, costs, and impact on disability of common conditions requiring rehabilitation in the United States: stroke, spinal cord injury, traumatic brain injury, multiple sclerosis, osteoarthritis, rheumatoid arthritis, limb loss, and back pain. Archives of Physical Medicine and Rehabilitation.

[bib47] MacDonald JM, Beach MG, Porpiglia E, Sheehan AE, Watts RJ, Freeman MR (2006). The *Drosophila* cell corpse engulfment receptor Draper mediates glial clearance of severed axons. Neuron.

[bib48] Macdonald JM, Doherty J, Hackett R, Freeman MR (2013). The c-Jun kinase signaling cascade promotes glial engulfment activity through activation of draper and phagocytic function. Cell Death and Differentiation.

[bib49] McDonald JA, Pinheiro EM, Montell DJ (2003). PVF1, a PDGF/VEGF homolog, is sufficient to guide border cells and interacts genetically with Taiman. Development.

[bib50] Mira RG, Lira M, Cerpa W (2021). Traumatic brain injury: Mechanisms of glial response. Frontiers in Physiology.

[bib51] Mondal BC, Mukherjee T, Mandal L, Evans CJ, Sinenko SA, Martinez-Agosto JA, Banerjee U (2011). Interaction between differentiating cell- and niche-derived signals in hematopoietic progenitor maintenance. Cell.

[bib52] Moreno E, Yan M, Basler K (2002). Evolution of TNF signaling mechanisms: JNK-dependent apoptosis triggered by Eiger, the *Drosophila* homolog of the TNF superfamily. Current Biology.

[bib53] Motz GT, Coukos G (2013). Deciphering and reversing tumor immune suppression. Immunity.

[bib54] Ng SY, Lee AYW (2019). Traumatic Brain Injuries: Pathophysiology and Potential Therapeutic Targets. Frontiers in Cellular Neuroscience.

[bib55] Page-McCaw A, Ewald AJ, Werb Z (2007). Matrix metalloproteinases and the regulation of tissue remodelling. Nature Reviews. Molecular Cell Biology.

[bib56] Parks WC, Wilson CL, López-Boado YS (2004). Matrix metalloproteinases as modulators of inflammation and innate immunity. Nature Reviews. Immunology.

[bib57] Pastor-Pareja JC, Grawe F, Martín-Blanco E, García-Bellido A (2004). Invasive cell behavior during *Drosophila* imaginal disc eversion is mediated by the JNK signaling cascade. Developmental Cell.

[bib58] Pekny M, Pekna M (2004). Astrocyte intermediate filaments in CNS pathologies and regeneration. The Journal of Pathology.

[bib59] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nature Protocols.

[bib60] Pfeiffer BD, Truman JW, Rubin GM (2012). Using translational enhancers to increase transgene expression in *Drosophila*. PNAS.

[bib61] Poernbacher I, Vincent JP (2018). Epithelial cells release adenosine to promote local TNF production in response to polarity disruption. Nature Communications.

[bib62] Purice MD, Ray A, Münzel EJ, Pope BJ, Park DJ, Speese SD, Logan MA (2017). A novel *Drosophila* injury model reveals severed axons are cleared through A Draper/MMP-1 signaling cascade. eLife.

[bib63] Rodríguez-Baeza A, Reina-de la Torre F, Poca A, Martí M, Garnacho A (2003). Morphological features in human cortical brain microvessels after head injury: a three-dimensional and immunocytochemical study. The Anatomical Record. Part A, Discoveries in Molecular, Cellular, and Evolutionary Biology.

[bib64] Rossiter H, Barresi C, Pammer J, Rendl M, Haigh J, Wagner EF, Tschachler E (2004). Loss of vascular endothelial growth factor a activity in murine epidermal keratinocytes delays wound healing and inhibits tumor formation. Cancer Research.

[bib65] Saikumar J, Byrns CN, Hemphill M, Meaney DF, Bonini NM (2020). Dynamic neural and glial responses of a head-specific model for traumatic brain injury in *Drosophila*. PNAS.

[bib66] Sakurai Y, Ohgimoto K, Kataoka Y, Yoshida N, Shibuya M (2005). Essential role of Flk-1 (VEGF receptor 2) tyrosine residue 1173 in vasculogenesis in mice. PNAS.

[bib67] Sangiorgi S, De Benedictis A, Protasoni M, Manelli A, Reguzzoni M, Cividini A, Dell’orbo C, Tomei G, Balbi S (2013). Early-stage microvascular alterations of a new model of controlled cortical traumatic brain injury: 3D morphological analysis using scanning electron microscopy and corrosion casting. Journal of Neurosurgery.

[bib68] Shi X, Luo L, Wang J, Shen H, Li Y, Mamtilahun M, Liu C, Shi R, Lee JH, Tian H, Zhang Z, Wang Y, Chung WS, Tang Y, Yang GY (2021). Stroke subtype-dependent synapse elimination by reactive gliosis in mice. Nature Communications.

[bib69] Sil S, Periyasamy P, Thangaraj A, Chivero ET, Buch S (2018). PDGF/PDGFR axis in the neural systems. Molecular Aspects of Medicine.

[bib70] Simons M, Gordon E, Claesson-Welsh L (2016). Mechanisms and regulation of endothelial VEGF receptor signalling. Nature Reviews. Molecular Cell Biology.

[bib71] Sofroniew MV, Vinters HV (2010). Astrocytes: biology and pathology. Acta Neuropathologica.

[bib72] Stork T, Sheehan A, Tasdemir-Yilmaz OE, Freeman MR (2014). Neuron-glia interactions through the Heartless FGF receptor signaling pathway mediate morphogenesis of *Drosophila* astrocytes. Neuron.

[bib73] Swanson LC, Trujillo EA, Thiede GH, Katzenberger RJ, Shishkova E, Coon JJ, Ganetzky B, Wassarman DA (2020). Survival following traumatic brain injury in *Drosophila* Is increased by heterozygosity for a mutation of the NF-κB innate immune response transcription factor Relish. Genetics.

[bib74] Tang-Schomer MD, Patel AR, Baas PW, Smith DH (2010). Mechanical breaking of microtubules in axons during dynamic stretch injury underlies delayed elasticity, microtubule disassembly, and axon degeneration. FASEB Journal.

[bib75] Thacker SA, Bonnette PC, Duronio RJ (2003). The contribution of E2F-regulated transcription to *Drosophila* PCNA gene function. Current Biology.

[bib76] Valanne S, Wang JH, Rämet M (2011). The *Drosophila* Toll signaling pathway. Journal of Immunology.

[bib77] van Alphen B, Stewart S, Iwanaszko M, Xu F, Li K, Rozenfeld S, Ramakrishnan A, Itoh TQ, Sisobhan S, Qin Z, Lear BC, Allada R (2022). Glial immune-related pathways mediate effects of closed head traumatic brain injury on behavior and lethality in *Drosophila*. PLOS Biology.

[bib78] van der Bliek AM, Meyerowitz EM (1991). Dynamin-like protein encoded by the *Drosophila* shibire gene associated with vesicular traffic. Nature.

[bib79] Willsey HR, Zheng X, Carlos Pastor-Pareja J, Willsey AJ, Beachy PA, Xu T (2016). Localized JNK signaling regulates organ size during development. eLife.

[bib80] Wu Y, Brock AR, Wang Y, Fujitani K, Ueda R, Galko MJ (2009). A blood-borne PDGF/VEGF-like ligand initiates wound-induced epidermal cell migration in *Drosophila* larvae. Current Biology.

[bib81] Yang CP, Fu CC, Sugino K, Liu Z, Ren Q, Liu LY, Yao X, Lee LP, Lee T (2016). Transcriptomes of lineage-specific *Drosophila* neuroblasts profiled by genetic targeting and robotic sorting. Development.

[bib82] Zhao K, Hong H, Zhao L, Huang S, Gao Y, Metwally E, Jiang Y, Sigrist SJ, Zhang YQ (2020). Postsynaptic cAMP signalling regulates the antagonistic balance of *Drosophila* glutamate receptor subtypes. Development.

[bib83] Zurovec M, Dolezal T, Gazi M, Pavlova E, Bryant PJ (2002). Adenosine deaminase-related growth factors stimulate cell proliferation in *Drosophila* by depleting extracellular adenosine. PNAS.

# Supplementary material for: A Pvr–AP-1–Mmp1 signaling pathway is activated in astrocytes upon traumatic brain injury
**Source:** eLife. 2024 Oct 31;12:RP87258. doi: 10.7554/eLife.87258
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | | / | **N/A** |
|  | |  |  |
| **Antibodies** | | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | | Primary antibodies: chicken anti-GFP (ab13970, Abcam) at 1:1000, mouse anti-Repo (8D12, DSHB) at 1:100, mouse anti-Elav (9F8A9, DSHB) at 1:100, mouse anti-Mmp1 (3A6B4, 3B8D12, and 5H7B11, DSHB),rabbit anti-Pvr (McDonald et al., 2003), rabbit anti-Dcp-1 (Asp216, Cell Signaling Technology (CST)), rabbit anti-pH3 (06-570, Millipore), and mouse anti-β-gal (40-1a, DSHB).  Secondary antibodies (Alexa Fluor 488, 568 or 633 labeled; Molecular Probes) |  |
|  |  | |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | \| Primers name \| Length of products \| Sequences(5' to 3′) \| \| --- \| --- \| --- \| \| RPL28 \| 165 bp \| GCAACCTCTTCGCACCTCAAT \| \| CACGACTCCCAGGGTCTTCT \| \| Pvr \| 128 bp \| ATGGAATGGTTCACTCCGTCC \| \| GGTTGTGCATTTAGCACTGTCAA \| \| Jra \| 154 bp \| ATCAACTCACCGGATCTGTCA \| \| CCCTGCCGAAGTCCAACTG \| \| kay \| 80 bp \| CCACTTGCTCTCGGACACG \| \| TGGCATTGGGTAGCACCTTTG \| \| Mmp1 \| 85 bp \| CCAGTTCGGCTATCTACCCG \| \| CTCGATGGCACTCACCCAG \| \| AdoR \| 106 bp \| GGCCAATGGGCAACAATCAG \| \|  \| CTCAGAAGAGCCGGAAGTGG \| \| Alrm \| 120 bp \| GTGCGGGAATTTGCACGAATG \| \|  \| GCGGTATCTTGGCAATGCTC \| \| PGRP-SA \| 155 bp \| ACGGGCATAGCCTTTATCGG \| \| CTCTGGGTGCTGATCACCTG \| \| AttC \| 121 bp \| CTGCACTGGACTACTCCCACATCA \| \| CGATCCTGCGACTGCCAAAGATTG \| \| DiptB \| 155 bp \| AGGATTCGATCTGAGCCTCAACGG \| \| TGAAGGTATACACTCCACCGGCTC \| \| Mtk \| 129 bp \| CATCAATCAATTCCCGCCACCGAG \| \| AAATGGGTCCCTGGTGACGATGAG \| | |  |
|  |  | |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | / | | **N/A** |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Flies (*R86E01-Gal4*/*UAS-Redstinger*) were collected at 3 days after eclosion, and treated with no injury, 4 h after TBI and 24 h after TBI. | |  |
|  |  | |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | *w^1118^*, *UAS-mCD8::GFP*, *R86E01-Gal4* (#45914; Bloomington), *R54F03-Gal4* (#39157; Bloomington), *UAS-Redstinger* (#8547; Bloomington), *UAS-Jra* (#7216; Bloomington), *UAS-kay* (#7213; Bloomington), *UAS-Pvr* (#58429; Bloomington), *UAS-nLacZ* (#3955, Bloomington), *PCNA-GFP* (#25749; Bloomington) (Thacker et al., 2003), and *TRE-dsRed* (Chatterjee and Bohmann, 2012). *UAS-draper-RNAi*, *UAS-Pvr-RNAi*, *UAS-Jra-RNAi*, *UAS-kay-RNAi*, *UAS-Arpc2-RNAi (#THU2849, TsingHua Fly Center)*, *UAS-cpa-RNAi (#THU5302, TsingHua Fly Center)*, *UAS-cpb-RNAi (#TH201500334.S, TsingHua Fly Center)*, *UAS-Stam-RNAi (#THU1645, TsingHua Fly Center)*, *UAS-Vps24-RNAi (#THU5132, TsingHua Fly Center)*, and *UAS-Chmp1-RNAi* *(#THU1266, TsingHua Fly Center)* flies were obtained from Tsinghua Fly Center (https://thfc.zzbd.org/en). *yw UAS-CD8::GFP hs-FLP; tubP-Gal80 FRT-40A/CyO; alrm-Gal4 UAS-CD8::GFP UAS-Dcr2/TM6 Tb Hu* (alrm-Gal4 is a specific driver in astrocytes (Doherty et al., 2009), a gift from Oren Schuldiner) and *FRT-40A* (a gift from Liqun Luo) were used for MARCM analysis of astrocytes. *UAS-shibire^ts1^* (Pfeiffer et al., 2012) was provided by Y. Zhong at Tsinghua University. | |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | / | | **N/A** |
|  |  | |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | / | | **N/A** |
| Microbes: provide species and strain, unique accession number if available, and source. | / | | **N/A** |
|  |  | |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | / | | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | / | **N/A** |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | / | **N/A** |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | / | **N/A** |
| Randomisation | / | **N/A** |
| Blinding | / | **N/A** |
| Inclusion/exclusion criteria | / | **N/A** |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | The replications of RNA-SEQ showed in method “cDNA library preparation” part. Number of replicates of other experiments are showed in figures. | **N/A** |
| Define whether data describe technical or biological replicates. | Figure 1A, 1F,1G, figure 2D are technical replicates, others are biological replicates. | **N/A** |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | **/** | **N/A** |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | / | **N/A** |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | / | **N/A** |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. | / | **N/A** |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | / | **N/A** |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | All statistical comparisons were performed using GraphPad Prism software, with significance indicated by ∗∗∗ (*p* ≤ 0.001), ∗∗ (*p* ≤ 0.01), ∗ (*p* ≤ 0.05), and ns (*p* > 0.05). One-way ANOVA was used to compare multiple group means. Student's t-tests were used for statistical comparisons between two groups. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | / | **N/A** |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GEO: GSE263447 | **N/A** |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | / | **N/A** |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | / | **N/A** |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | / | **N/A** |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | / | **N/A** |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | / | **N/A** |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

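RNA-seq was done on astrocytes sorted from brains of uninjured flies and of flies 4 hr and 24 hr after TBI, with 5 biological replicates per group and 15 samples in all. According to the paper, the authors aligned paired-end reads of Smart-seq2 libraries to dm6, counted reads per gene and tested counts with DESeq2. The table used here holds the TPM values that the authors deposited. The counts behind them are not used here. The paper's text does not state how TPM was computed, and the values of each sample sum to the same total. All 15 value columns were used, each assigned to its group and replicate by its label. TPM is given to 2 decimals, and the smallest value above 0 is 0.01. The paper gives the total and the average number of reads, but not the number per sample, so the depth of a sample is unknown and its precision was taken from the replicates alone.

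Genes with a TPM of at least 1 in at least 5 samples were tested, 8101 in all, as log2(TPM + 1). The 3 groups were fitted together with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with expression, for the comparisons of 4 hr with uninjured, 24 hr with uninjured and 24 hr with 4 hr. A gene was counted as differentially expressed at a Benjamini–Hochberg adjusted p below 0.01 and an absolute log2 fold change of at least 1. Single values were compared with an exact two-sided permutation test of 5 against 5 samples. PCA was done on log2(TPM + 1) of the tested genes, centred and not scaled per gene, with a permutation test of the share of variance between groups. Relations between measures across samples were tested within groups with 100000 permutations. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Gene names, positions and exons are those of the BDGP6 annotation of dm6, and 17398 gene identifiers were found in it.

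Gene sets were tested with fry of limma, with camera at a preset correlation of 0.01 as the alternative, both adjusted over all sets. There were 33 sets, of which 31 held at least 1 gene that passed the filter. They were 10 GO terms with the genes that Supplementary file 2 names for them, lists of cell-type genes (astrocyte, neuron, ensheathing glia, cortex glia, surface glia, pan-glia, hemocyte, fat body, photoreceptor and muscle), and lists of AMP, heat shock, JNK, Pvr ligand and adenosine, Draper engulfment, circadian and sex genes. The others held genes of ribosomal proteins, the CCT chaperonin, the proteasome, oxidative phosphorylation, the mitochondrial genome and the mitochondrial ribosome. No gene of the AMP and photoreceptor lists passed the filter, and they are given as summed TPM.

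Genes named in the text follow a rule set, like the comparisons and all alternatives except 3, before the data were examined. It takes every gene that the paper names from its RNA-seq data (34 symbols, of which 31 were tested), every gene of the AMP, astrocyte, neuron, circadian, sex and JNK lists, and at each time the 5 largest rises and the 5 largest falls among differentially expressed genes whose 5 injured samples all lie on the same side of the 5 uninjured ones. A few further genes, such as those of other cell types, are named where they are single members of a list.

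The alternatives were a pseudocount of 0.1, no filter, a filter at a TPM of 5, fits of only the 2 groups compared, variances without a trend, median-of-ratios size factors, quantile normalization, weights per sample, replicate numbers as a block, an adjusted p below 0.05, camera, and leaving out each replicate in turn. After the data were seen, 3 were added. In the length setting, the trend of log2 expression with exonic length was removed from each sample, along with the sample's level. Another removed the mitochondrial genome and rescaled TPM, and the last took the mitochondrial share of TPM as a covariate. The 3 comparisons were also run on 100 of the 126 splits of their 10 samples into groups of 5. The fits and set tests were run on simulated data with 5 samples per group. There, 200 genes changed by an absolute log2 fold change of 2, and 153 of them were found, along with 3 unchanged genes. Noise was drawn independently for each gene, without a shift of all genes or a component shared by samples. Error rates in the real data may therefore differ. The antisense and mitochondrial transcripts were kept in the tests, and no sample was left out. RT-qPCR, imaging and knockdown results of the paper have no values in the deposited table and were left out.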

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

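Of the tests used here, those on other splits of the samples, the mitochondrial share, exonic length as a cause of direction, swapped time points, heat shock genes, the time of day and the antisense gene were chosen only after the result was seen.

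Among 167 groups of 5 values, 17 had 1 sample far from the other 4, by the gap to the nearest value against the range, where 5% are expected by chance. Of these, 8 are AMP values or *NijA* where the other 4 samples were listed at 0. The values were 1.99 for *AttD* at 4 hr in replicate 2, 1.21 for *CecB* at 24 hr in replicate 2, 1.34 for *CecC* at 24 hr in replicate 4, 4.52 and 1.17 for *Def* in uninjured replicate 5 and 4 hr replicate 2, 6.67 for *DptB* in uninjured replicate 1, 30.25 for *Mtk* at 24 hr in replicate 5, and 4.08 for *NijA* in uninjured replicate 3. Fat body RNA is a candidate explanation for the AMP transcripts. The sample with the most AMP transcripts also had the most fat body transcripts in 1 of the 3 groups, at 24 hr (replicate 5, summed TPM of 31.29 and 42.93). Among uninjured samples the highest summed AMP TPM was 9.81 in replicate 1 and the highest fat body sum 34.21 in replicate 5, and at 4 hr they were 3.16 in replicate 2 and 18.95 in replicate 3. AMP transcripts of astrocytes and of fat body cells cannot be told apart here, since most of the fat body sum is *apolpp* and the AMP values come from single samples.

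The others were TPM values of 195.1 for *Arpc2* at 4 hr in replicate 5 (others 135 to 150), 77.54 for *Jra* in uninjured replicate 1 (others 103 to 105), 125.5 for *Jra* at 24 hr in replicate 5 (others 168 to 185), 5.88 for *Drat* in uninjured replicate 5 (others 11 to 12.7), 46.08 for *GstT4* at 24 hr in replicate 1 (others 63.1 to 69.0), 6.45 for *Tig* at 24 hr in replicate 5 (others 11.1 to 13.1) and 28298 for *alrm* at 24 hr in replicate 3 (others 21462 to 22515). The astrocyte list made up 8.11% of TPM in uninjured replicate 3 (others 5.09% to 5.53%), the uninjured sample with the lowest mitochondrial share, 32.7%. For these values no explanation was tested beyond leaving the sample out, which changed none of the calls of *Jra*, *Drat*, *GstT4*, *Tig* and *Arpc2*. *nSyb* had a TPM of 59.17 at 24 hr in replicate 1 (others 6.59 to 12.1), the sample with the highest share of TPM from the neuron list, 0.02498%, so neuronal RNA may account for this value.

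The difference between the time points was tested directly, and 17 named genes passed the thresholds for 24 hr against 4 hr. The log2 change was 2.56 for *CG13631* and 1.34 for *cry*. It was −4.58 for *lncRNA:CR44708*, −4.35 for *Drat*, −3.87 for *Orc1*, −3.69 for *CG4020*, −2.42 for *NijA*, −2.41 for *cwo*, −2.30 for *Ets21C*, −2.26 for *Mmp1*, −2.05 for *Rel*, −1.84 for *Dif*, −1.44 for *Jra*, −1.11 for *Vps24*, −1.06 for *Vps2*, −1.05 for *Chmp1* and −1.03 for *chic*. All of them passed with size factors and after quantile normalization. *chic*, *Ets21C*, *NijA*, *Vps24* and *cry* each failed the adjusted p in 2 or 3 other settings (no filter, only the 2 groups, no trend, a pseudocount of 0.1 or, for *NijA*, the mitochondrial genome removed), and in 5 to 9 of the 15 fits that left out 1 replicate. *lncRNA:CR44708* failed with a pseudocount of 0.1, and *Chmp1* and *Vps2* failed in 1 such fit, without 4 hr replicate 5 (*Chmp1*) and 1 (*Vps2*). Of 100 splits of the 10 injured samples, 3 gave as many differentially expressed genes as the real one, itself included, and likewise 3 for gene sets. The other splits put replicates 1 and 2 of both times on 1 side, with 4 hr replicate 3 (165 genes, 14 sets) or 24 hr replicate 3 (647 genes, 11 sets). These are the samples at the high end of a component that orders injured samples of both times, described under the other observations. Samples swapped between the time points are not a likely cause, since 5 of 5 samples at 4 hr lay above every 24 hr sample on the second principal component, which is found without the group labels. This test replaced an earlier one, on the mean log2 value of the 128 genes lower at 24 hr, which also parted all samples (6.07 to 6.39 at 4 hr against 4.13 to 4.41 at 24 hr) but ran on genes chosen for that difference. With the length trend removed, the mitochondrial genome removed or the mitochondrial share as a covariate, 16 of the 17 passed under all 3, and *NijA* failed with the mitochondrial genome removed. A decline of the early response to injury is the biological explanation that the design offers, and it stays a hypothesis.

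Genes that the paper's text does not discuss changed by as much as those it does. *Drat* (FBgn0033188, dm6 chromosome 2R from 7526118 to 7532981), which Supplementary file 2 holds under response to antibiotic, rose from a TPM of 10.4 to 1218 at 4 hr, with a log2 fold change of 6.62 at 4 hr and 2.27 at 24 hr. Its neighbour *Orc1* (FBgn0286788, chromosome 2R from 7522437 to 7525716, 3.3% of its exonic sequence shared with *PIG-G*) rose by 6.22 and 2.36, from 0.110 to 82.5 TPM at 4 hr, and reads running from one gene into the other were not tested. Other upregulated genes that the rule in the processing summary names, apart from the paper's, rose at 4 hr by 5.80 for *lncRNA:CR44708* (FBgn0265919), 5.71 for *CG4020* (FBgn0029821), 4.04 for *CG9689* (FBgn0030159), 2.30 for *Tig* (FBgn0011722, 2.2% shared with *CG13982*), 3.23 for *cwo* (FBgn0259938) of the circadian list, and, of the JNK list, 4.02 for *Ets21C* (FBgn0005660, 28.3% of its exonic sequence shared with *nAChRbeta3*) and 1.01, just past the limit, for *puc* (FBgn0243512). At 24 hr they rose by 4.70 for *CG9689*, 3.46 for *GstT4* (FBgn0030484), 3.39 for *Tig*, 2.02 for *CG4020* and 1.84 for *Gadd45* (FBgn0033153) of the JNK list. Under each of the 3 settings added after the data were seen, the 4 hr calls of *Drat*, *Orc1*, *lncRNA:CR44708*, *CG4020*, *CG9689*, *Ets21C* and *cwo* held, as did *CG9689* at 24 hr, so a mitochondrial or length bias is unlikely to be their whole cause. With the mitochondrial share as a covariate, *Drat* (1.31), *Orc1* (1.79), *GstT4* (2.92) and *Tig* (2.40) failed at 24 hr and *Tig* (1.46) at 4 hr, all still above 0. *CG4020* and *Gadd45* at 24 hr and *puc* at 4 hr failed under all 3 settings. With size factors or quantile normalization *Gadd45*, *puc* and *CG4020* (24 hr) failed too, and *Gadd45* failed in 6, *puc* in 5 and *CG4020* in 1 of the 15 fits that left out 1 replicate. *Orc1* failed at 24 hr with quantile normalization. For *cwo*, which belongs to the circadian clock, a different time of day at collection stays open. The median log2 fold change of *per*, *tim*, *vri* and *Pdp1* at 4 hr was 0.6357, with values from −0.04 for *Pdp1* to 0.97 for *per*, and that of *Clk* was −0.61 and of *cry* −0.50. Clock genes can peak at different times of day, so this median decides nothing, and *cry* also changed between the time points. A clock difference and a response of *cwo* to injury cannot be told apart here, because the time of collection of the samples is not known.

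The 8 genes of the CCT chaperonin had a median log2 fold change of 2.59 at 4 hr (fry adjusted p = 1.0e-04) and 2.02 at 24 hr (fry adjusted p = 4.0e-04), and all 8 were upregulated at both times. With the mitochondrial genome removed the median at 24 hr was 1.6679, with the length trend removed 1.4388 and with the mitochondrial share as a covariate 1.07, all with a fry adjusted p below 0.05, so that neither bias is likely to be the whole cause, although each lowered the median. The heat shock list rose less. At 24 hr its median was 0.7084 (fry adjusted p = 0.17), with 9 of 14 genes above 0, and genes that went both ways neither exclude nor support a general stress of handling. At 4 hr its median was 1.0513 (fry adjusted p = 0.013), with 13 of 14 genes above 0, so a stress of handling may contribute to the rise at 4 hr. It stays open at both times. The number of CCT genes that passed depended on the setting. At 4 hr it was 6 without a filter or with only the 2 groups compared, 5 with the mitochondrial share as a covariate, and 6 to 8 in the fits that left out 1 replicate. At 24 hr it was 6 with a pseudocount of 0.1, 4 without a trend or with the mitochondrial genome removed, 3 with size factors, quantile normalization, no filter or the length trend removed, and 1 with the mitochondrial share as a covariate. Leaving out 1 replicate gave 3 to 8 at 24 hr, with 3 without 24 hr replicate 1, 2 or 3 or uninjured replicate 5, 4 without uninjured replicate 2, and 5 without uninjured replicate 1 or 4 or 4 hr replicate 3.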

How the results depend on the processing

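The length trend removed, the mitochondrial genome removed and the mitochondrial share as a covariate were chosen after seeing the data, as were the tests on them, and all other alternatives were fixed earlier. Where a result changed, the cause was not tested, unless it is stated.

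At 4 hr, 467 genes were upregulated in the main setting, and 283 were with quantile normalization, 294 with the mitochondrial share as a covariate and 762 at an adjusted p below 0.05, a wider threshold by construction. The other settings gave 321 to 630. The 18 downregulated genes became 8 without a filter, 10 with only the 2 groups compared, 28 with sample weights, 49 with the mitochondrial share as a covariate, 58 at an adjusted p below 0.05, 67 with the mitochondrial genome removed, 73 with size factors, 81 with quantile normalization and 83 with the length trend removed. At 24 hr, the 183 upregulated genes became 27 with the mitochondrial share as a covariate, 45 with quantile normalization, 50 with size factors, 56 with the length trend removed, 74 with the mitochondrial genome removed, 101 without a filter, 575 with sample weights and 1076 at an adjusted p below 0.05. The 5 downregulated genes became 0 with the mitochondrial share as a covariate (934 genes at an unadjusted p below 0.05), 1 without a filter, 2 without a trend, 3 with a pseudocount of 0.1, 11 with sample weights, 21 with quantile normalization, 21 at an adjusted p below 0.05, 22 with size factors and 25 with the length trend removed. For 24 hr against 4 hr, the 34 higher genes became 20 without a filter, 66 with sample weights, 99 with the mitochondrial share as a covariate and 109 at an adjusted p below 0.05, and the 128 lower genes became 208 with the length trend removed. Size factors, quantile normalization and removal of the length trend take out a shift shared by most genes. By this construction they give fewer rises and more falls. A call lost with the length trend removed is therefore not by itself evidence of a length bias. Of the 485 genes called at 4 hr in the main setting, 346 were also called with size factors, 301 with quantile normalization and 276 with the mitochondrial share as a covariate. Of the 188 at 24 hr, these numbers were 55, 50 and 21. Same-number residual correlations ran from −0.0383 to 0.5439, with 8 of 15 above 0.1. Between 4 hr and 24 hr they were 0.5439, 0.4033, −0.0182, 0.3639 and 0.4123 for replicates 1 to 5. Different numbers between these times ran from −0.514 to 0.5633, the latter for 4 hr replicate 1 and 24 hr replicate 2. These values do not settle whether the sample numbers pair the samples. The numbers are those of the sample titles. The column names of the uninjured and 24 hr samples mostly carry other numbers, so the block rests on an order that may pair nothing. With the sample numbers as a block, 584 genes were upregulated and 14 downregulated at 24 hr, of which the paper lists 172 and 13, and 66 were higher at 24 hr than at 4 hr. *PGRP-SA* and *Idgf4* passed the thresholds at 4 hr with the block, and *kay*, *Rel*, *Stam* and *Cip4* at 24 hr.

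Of the paper's genes, those also found downregulated at 4 hr (18) became 7 without a filter, 10 with only the 2 groups compared, 58 with the mitochondrial genome removed, 62 with size factors, 62 with the length trend removed and 66 with quantile normalization. Those found upregulated at 24 hr (95) became 14 with the mitochondrial share as a covariate, 40 with quantile normalization, 45 with size factors, 48 with the length trend removed, 56 without a filter and 167 with sample weights. Those found downregulated at 24 hr (5) became 0 with the mitochondrial share as a covariate, 1 without a filter, 2 without a trend, 3 with a pseudocount of 0.1, 11 with sample weights, 19 with quantile normalization, 22 with size factors and 23 with the length trend removed. Gene sets below the threshold at 4 hr (19) became 12 with camera, and at 24 hr (19) became 12 with the mitochondrial share as a covariate. Of the genes the paper names, the 8 upregulated at 24 hr became 4 without a filter, with size factors, with quantile normalization or with the length trend removed, and 1 with the mitochondrial share as a covariate. The summed values of the astrocyte list at 24 hr, relative to the original total, were 5.86% with size factors, against 7.03%. The share of variance between groups in the PCA was 43.8% over the 500 most variable genes and 70.0% over the genes of Supplementary file 3, against 36.5%. The median ratio of mean TPM of the Table 1 genes, 4.41 at 4 hr and 2.28 at 24 hr, was 3.48 and 1.59 with size factors, 4.20 and 2.33 as a ratio of medians, and 3.53 and 1.91 with 1 added to the means.

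Across the 15 fits that each left out 1 replicate, upregulated genes ranged from 346 (without 4 hr replicate 2) to 551 at 4 hr and downregulated genes from 11 to 29. At 24 hr they ranged from 68 (without 24 hr replicate 1) to 279 (without 4 hr replicate 4), and from 1 to 8. Without 24 hr replicate 3 they were 70, without 24 hr replicate 2 83, without uninjured replicate 2 85, without uninjured replicate 5 111 and without uninjured replicate 1 116. For 24 hr against 4 hr they ranged from 11 (without 24 hr replicate 3) to 40 higher and from 98 to 132 lower. The overlap with the paper's genes ranged from 265 to 334 (up) and 9 to 22 (down) at 4 hr and from 42 to 125 and 1 to 8 at 24 hr. The share between groups in the PCA ranged from 35.3% to 39.5%, the correlation of the 4 hr and 24 hr changes from 0.498 to 0.658, the number of sets from 17 to 20 at 4 hr, 17 to 20 at 24 hr and 8 to 10 for 24 hr against 4 hr, the number of the paper's genes upregulated from 18 to 24 and 3 to 10, and the Table 1 median from 4.24 to 4.69 and 2.10 to 2.51.

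Directions turned in the following cases. With size factors the log2 fold change was −0.0089 (4 hr) and −0.34 (24 hr) for *Eaat1*, −0.31 and −0.25 for *alrm*, −0.12 for *Chmp1* and −0.17 for *Vps24* at 24 hr. With quantile normalization it was −0.043 and −0.38 for *Eaat1*, and at 24 hr −0.22 for *Pvr*, −0.054 for *spict*, −0.022 for *Vps24* and −0.22 for the neuron list. With the length trend removed it was −0.19 and −0.64 for *Eaat1*, −0.30 and −0.23 for *alrm*, and at 24 hr −0.059 for *chic*, −0.11 for *Dif*, −0.14 for *Pvr*, −0.48 for *Vps24* and −0.14 for the neuron list, and the heat shock list (0.021) turned in its fry direction. With the mitochondrial genome removed it was −0.0155 and −0.24 for *Eaat1*, −0.32 and −0.15 for *alrm*, −0.0296 for *Chmp1* and −0.079 for *Vps24* at 24 hr. With the mitochondrial share as a covariate it was −0.17 for *alrm* at 4 hr, −0.0074 for *shi* and −0.17 for *Dif* at 24 hr, −0.082 for the median of *per*, *tim*, *vri* and *Pdp1* at 4 hr, −1.0002 and −0.24 for the hemocyte list and 0.24 and 0.33 for the mitochondrial genome, whose share is the covariate, and the neuron list at 24 hr (0.0175) turned in its fry direction. With a filter at a TPM of 5, which leaves fewer of its genes, the fat body list at 4 hr was −0.91. *alrm* at 4 hr also turned without uninjured replicate 4 (−0.092) or 5 (−0.028) and without 4 hr replicate 1 (−0.0079) or 2 (−0.016), with a range from −0.092 to 0.19. *Pvr*, *NimA* and *CG34031* had no value with the filter at a TPM of 5.

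Counted over 107 changes of single genes, other settings gave 1279 values, of which 1116 kept direction and side of the threshold, 121 fell short of it, 14 newly passed it and 28 turned. Leaving out 1 replicate gave 1605 values, 1430 of them unchanged in both respects. For 40 set results the counts were 434 of 478 unchanged, and 599 of 600 with 1 replicate left out. Of 60 ratios of mean TPM under other settings 45 moved by less than the replicate SD. Because TPM keeps no read numbers, the precision of genes near 0, such as *Pvr* in uninjured astrocytes, cannot be given beyond the spread of the replicates.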

Differences from the paper's values

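No separate test of a cause was made, but the alternative with size factors bears on the fold changes. The paper normalized its counts with DESeq2, while the main values here are TPM without size factors. With size factors, the single-gene fold changes compared below came close to the paper's. A difference in scaling can therefore account for most of these gaps. It did not close the gap in downregulated genes at the later time. The settings named as added were chosen after seeing the values.

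The paper gives 106 downregulated genes at 4 hr, and 18 were found here. With size factors (73) or quantile normalization (81) the number came within 1.5 times the paper's, as it did with the length trend removed (83), which was chosen after seeing the values. The other alternatives set before the data were examined gave 8 to 58. The paper gives 128 downregulated genes at 24 hr, and 5 were found here. None of the alternatives set before the data were examined closed the gap, and size factors came closest, with 22.

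The paper's Table 1 gives a fold change of 2.79 for *Pvr* at 24 hr, and the ratio of mean TPM was 4.41 here. It was 2.84 with size factors, and 3.92, 3.53, 3.71 or 3.53 without uninjured replicate 2, 3, 4 or 5 and 4.09 or 3.26 without 24 hr replicate 1 or 2. The other alternatives set before the data were examined kept the gap. All 20 ratios of the genes in Table 1 were larger here than the paper's, and with size factors each of them was lower than without.

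For the remaining genes, the paper's log2 fold changes in Supplementary file 3 were compared with the log2 of the ratio of mean TPM. At 4 hr the paper's value is 2.98 for *Rel*, against 3.31 here, and 3.17 with 1 added to the means, 2.97 with size factors and 3.14 or 3.15 without uninjured replicate 2 or 5. For *Arpc2* it is 1.16, against 1.43 here, and 1.15 with size factors, 1.37 or 1.31 without uninjured replicate 1 or 2 and 1.33 without 4 hr replicate 5. For *spict* it is 1.33, against 1.65 here, and 1.32 with size factors and 1.49 without uninjured replicate 1. For *Vps2* it is 1.50, against 1.84 here and 1.49 with size factors. For *chic* it is 1.46, against 1.73 here and 1.43 with size factors. At 24 hr the paper's value is 1.10 for *Wsck*, against 1.60 here, and 1.10 with size factors, 1.49, 1.51 or 1.48 without uninjured replicate 1, 2 or 5 and 1.50 or 1.47 without 24 hr replicate 1 or 2. For *rl* it is −1.04, against −0.59 here and −1.07 with size factors. In each of these genes the other alternatives set before the data were examined kept the gap.

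The paper states that variance between groups exceeded variance within groups in its PCA. Its legend states that the genes shown were those past a limit of fold change. Here, over all genes tested, 36.5% lay between groups and 63.5% within. Over the genes of Supplementary file 3, an alternative set before the data were examined, 70.0% lay between groups. The first 2 components are about 36% and about 20% in Figure 3—figure supplement 1D, read by eye, and were 38.1% and 14.3% here. The paper names *rl* among the upregulated genes. Here it was lower after TBI (log2 fold change −0.70 and −0.59), as it is in Supplementary file 3, and no setting called it upregulated. The paper lists *NimA*, *PGRP-SA* and *Idgf4* as upregulated at both times. *NimA* missed the thresholds here at 4 hr in every setting, with a log2 fold change of 1.16, and at 24 hr, with 1.70, in every setting but the fit of only the 2 groups. *PGRP-SA* missed them at 4 hr (2.34) and passed with a pseudocount of 0.1, with replicate numbers as a block or without 4 hr replicate 5. *Idgf4* missed them at 4 hr (1.99) and passed with sample weights, with replicate numbers as a block, or without uninjured replicate 3 or 4 hr replicate 4. Table 1 has *Chmp1* and *Vps24* below uninjured at 24 hr. The ratio of mean TPM was 1.29 and 1.19 here, and with size factors the log2 fold changes were −0.12 and −0.17.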

Other observations

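Of the tests below, those on the splits of the samples, the mitochondrial share, exonic length as a cause and the antisense gene were chosen only after the result was seen.

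Other splits of the samples rarely gave as many genes as the real groups. Of 100 splits of the 10 samples, 1, the real one, gave as many differentially expressed genes at 4 hr, and 1 at 24 hr, and the other splits gave at most 1 gene. The same number, 1 of 100, held for the gene sets at 4 hr and at 24 hr and for the 4 overlaps with the genes the paper lists. The overlaps decide nothing, because the paper chose its lists on the real groups of these samples. The 10 GO terms hold genes chosen on the same groups, which limits the comparison of sets too. Each other split puts uninjured and injured samples on both sides, which widens the spread of the genes that differ and so lowers the calls. Such splits cannot tell injury from any other difference between the groups.

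The excess of rises over falls was tested against a pair of technical explanations. A smaller share of mitochondrial transcripts in injured samples would raise the TPM of all other genes. Without the mitochondrial genome the median log2 fold change of all genes shrank from 0.31 to 0.02 at 4 hr and from 0.51 to 0.19 at 24 hr, and the samples' medians still differed (exact permutation p = 0.007937 at both times, with 5 of 5 injured samples above every uninjured one). Of the genes called anew without the mitochondrial genome, 82.73% at 4 hr and 91.36% at 24 hr were upregulated. Of those called with the length trend removed, 79.9% and 69.14% were. Of the 485 and 188 genes called in the main setting, 337 and 77 were also called without the mitochondrial genome. With the length trend removed, 335 and 60 were. Neither is therefore likely to be the whole cause of the excess among called genes. The median shift of all genes is less clear. The mitochondrial share may hold most of it at 4 hr. With the length trend removed the median was −0.03 at 4 hr and 0.02 at 24 hr. This removal also takes out the level of each sample, so medians this small follow from its construction. They do not tie the shift to exonic length. A rise of total RNA per cell was not tested, since TPM cannot show it.

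Long genes tended to be higher after TBI, with a Spearman rho of log2 fold change with exonic length across 8052 genes of 0.197 at 4 hr and 0.321 at 24 hr. The slopes of log2 expression on log2 exonic length were −0.0873 ± 0.0367 (SD, n = 5) in uninjured samples, 0.0127 ± 0.158 (SD, n = 5) at 4 hr (exact permutation p = 0.2222) and 0.0746 ± 0.174 (SD, n = 5) at 24 hr (exact permutation p = 0.09524), with 3 of 5 injured samples above every uninjured one at each time. The spread within the injured groups is consistent with library quality that varies between replicates.

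Injured samples of both times were ordered along a shared component, which held 27.2% of the variance within groups, with replicates 1 and 2 at the high end, replicate 3 between and replicates 4 and 5 at the low end. Over 15 samples within groups, and among 4 relations tested, the component was related to the slope on exonic length (Pearson r = 0.963, permutation p = 6e-05, adjusted p = 0.00024, Spearman rho = 0.939, permutation p = 0.00011, r = 0.963 without the 2 farthest samples). It was also related to the mitochondrial share (Pearson r = −0.8725, permutation p = 0.00157, adjusted p = 0.00314, Spearman rho = −0.843, permutation p = 0.00235, r = −0.834 without the 2 farthest samples). A mix of males and females, measured by *lncRNA:roX1*, is an unlikely source (Pearson r = 0.1955, permutation p = 0.408, Spearman rho = 0.232, permutation p = 0.350, r = 0.415 without the 2 farthest samples). The neuron list was related to it (Pearson r = 0.614, permutation p = 0.00815, adjusted p = 0.0109, Spearman rho = 0.682, permutation p = 0.0115, r = 0.537 without the 2 farthest samples). This list reached at most 0.02498% of TPM, but how much RNA of neurons that stands for is not known, so RNA of neurons stays open as a source. A technical difference in library quality or a difference in the state of the cells between replicates both stay open, and the paper's text names no batch.

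Cell-type lists were compared as percent of TPM. Ensheathing glia genes (*Eaat2* and *CG9657*) rose from 0.0244% ± 0.00395 (SD, n = 5) to 0.0294% ± 0.0176 (SD, n = 5) at 4 hr (exact permutation p = 0.5) and 0.0502% ± 0.0167 (SD, n = 5) at 24 hr (exact permutation p = 0.00794), and cortex glia genes (*wrapper* and *zyd*) went from 0.0106% ± 0.00218 (SD, n = 5) to 0.00981% ± 0.00345 (SD, n = 5) (exact permutation p = 0.690) and 0.0185% ± 0.00381 (SD, n = 5) (exact permutation p = 0.00794). The surface glia list was at 0.00459%, 0.00871% (exact permutation p = 0.103) and 0.00758% (exact permutation p = 0.103), the muscle list at 0.0206%, 0.0264% (exact permutation p = 0.0635) and 0.0220% (exact permutation p = 0.476), and *repo* at 0.204%, 0.162% (exact permutation p = 0.198) and 0.248% (exact permutation p = 0.183). The fat body list was at 0.00226%, 0.00162% (exact permutation p = 0.0556) and 0.00323% (exact permutation p = 0.0952). Its 3 tested genes had a median log2 fold change of 0.56 at 4 hr (fry adjusted p = 0.0086), with 1 upregulated. At 24 hr the median was 0.41 (fry adjusted p = 0.013), and camera gave an adjusted p of 0.92 and 0.78. At 4 hr *apolpp* fell from 22.3 to 11.2 TPM and *Lsp1beta* rose from 0 to 2.84, so fat body RNA stays open. The photoreceptor list was at a summed TPM of 0.026, 0.036 (exact permutation p = 0.722) and 0.23 (exact permutation p = 0.0476). The hemocyte list was at 0.000673%, 0.00200% (exact permutation p = 0.286) and 0.00482% (exact permutation p = 0.0397). Hemocyte RNA is an unlikely source of most of this rise, since *Hml*, *NimC1*, *eater* and *He* together reached at most 0.5 TPM in any sample. The list was carried by *Col4a1* (3.89, 11.7 and 31.2 TPM) and *vkg* (2.77, 7.29 and 16.2 TPM), which other cells express too. A small amount of hemocyte RNA stays open. *Pxn* was at 0.05, 0.352 and 0.628 TPM and *srp* at 0, 0.376 and 0.144, and *Hml* rose from 0.002 to 0.204 at 4 hr. *Sr-CI* did not rise (0.024, 0.014 and 0.02 TPM).

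The remaining lists, tested with fry, had these median log2 fold changes at 4 hr and 24 hr. JNK genes had 0.73 and 1.13 (fry adjusted p = 0.0033 and 0.0040), Draper engulfment genes, among them *drpr* and *Mmp1*, 0.47 and 0.75 (fry adjusted p = 4.0e-04 and 0.0023), proteasome genes 0.43 and 0.60 (fry adjusted p = 0.018 and 0.0040) and ribosomal protein genes 0.38 and 0.51 (fry adjusted p = 0.017 and 0.0031), the last 2 close to the median of all genes. Heat shock genes had 1.05 at 4 hr (fry adjusted p = 0.013), with 13 of 14 genes above 0 and 1 upregulated. Medians with a fry adjusted p above 0.05 at both times were those of circadian genes (0.31 and 0.82), the mitochondrial ribosome (0.09 and 0.12), oxidative phosphorylation (0.01 and −0.11), the mitochondrial genome (−0.64 and −0.72), and the single tested gene of the Pvr ligand and adenosine list (−0.25 and −0.05). With camera, oxidative phosphorylation (adjusted p = 0.0021 and 7.4e-11) and the mitochondrial genome (adjusted p = 1.5e-06 and 5.2e-09) passed at both times, and the mitochondrial ribosome (adjusted p = 0.0015) at 24 hr. The JNK list (adjusted p = 0.35 and 0.56) and the Draper engulfment list (adjusted p = 0.095 and 0.15) did not pass with camera, nor did heat shock (adjusted p = 0.084) and proteasome genes (adjusted p = 0.054) at 4 hr. The sex list had 0.34 (fry adjusted p = 0.047) and 0.31 (fry adjusted p = 0.15).

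*asRNA:CR46082* overlaps *AdoR* over most of its exonic sequence, and its log2 fold change at 4 hr was 4.7615. Reads of the antisense gene and of *AdoR* cannot be told apart in the deposited values, because the counting by strand is not known.

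The largest falls were outside the genes that the text of the paper discusses. At 4 hr they were *CG13631* (FBgn0040600), with a log2 fold change of −2.96 and a TPM of 647 in uninjured astrocytes and 79.5 at 4 hr, *Ugt35E1* (−2.31), *asRNA:CR45943* (−2.30, within the exons of *CG13255*), *pre-lola-G* (−2.05, 60.9% of its exonic sequence shared with *lola*) and *lncRNA:CR45517* (−1.93). At 24 hr they were *CG34031* (−2.65, listed at 0 in all 24 hr samples), *lncRNA:CR42491* (−2.13, 50.5% shared with *RpL22*), *rec* (−1.46, 26.6% shared), *asRNA:CR45161* (−1.25, 77.5% shared with *fln*) and *CG31626* (−1.09, 75.1% shared). Of the 15 fits that left out 1 replicate, *Ugt35E1* and *pre-lola-G* failed the thresholds in 6 each at 4 hr, and *rec* failed in 10, *asRNA:CR45161* in 9, *CG31626* in 8 and *CG34031* in 4 at 24 hr. *CG13631*, *asRNA:CR45943*, *lncRNA:CR45517* and *lncRNA:CR42491* passed in each of them. Without a filter, *Ugt35E1*, *pre-lola-G*, *rec*, *asRNA:CR45161*, *CG31626* and *CG34031* also failed, and with the mitochondrial share as a covariate *CG13631*, *asRNA:CR45943* and *lncRNA:CR45517* alone passed.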
